# Transcriptomic Analysis of Mouse Cochlear Supporting Cell Maturation Reveals Large-Scale Changes in Notch Responsiveness Prior to the Onset of Hearing

**DOI:** 10.1371/journal.pone.0167286

**Published:** 2016-12-05

**Authors:** Juan C. Maass, Rende Gu, Tiantian Cai, Ying-Wooi Wan, Silvia C. Cantellano, Joanna S. T. Asprer, Hongyuan Zhang, Hsin-I Jen, Renée K. Edlund, Zhandong Liu, Andrew K. Groves

## Abstract

Neonatal mouse cochlear supporting cells have a limited ability to divide and trans-differentiate into hair cells, but this ability declines rapidly in the two weeks after birth. This decline is concomitant with the morphological and functional maturation of the organ of Corti prior to the onset of hearing. However, despite this association between maturation and loss of regenerative potential, little is known of the molecular changes that underlie these events. To identify these changes, we used RNA-seq to generate transcriptional profiles of purified cochlear supporting cells from 1- and 6-day-old mice. We found many significant changes in gene expression during this period, many of which were related to regulation of proliferation, differentiation of inner ear components and the maturation of the organ of Corti prior to the onset of hearing. One example of a change in regenerative potential of supporting cells is their robust production of hair cells in response to a blockade of the Notch signaling pathway at the time of birth, but a complete lack of response to such blockade just a few days later. By comparing our supporting cell transcriptomes to those of supporting cells cultured in the presence of Notch pathway inhibitors, we show that the transcriptional response to Notch blockade disappears almost completely in the first postnatal week. Our results offer some of the first molecular insights into the failure of hair cell regeneration in the mammalian cochlea.

## Introduction

The death of auditory hair cells due to noise damage, ototoxins or aging is a principal cause of sensorineural hearing loss [1–3]. In contrast to other vertebrates, where supporting cells readily re-enter the cell cycle and generate hair cells after damage, the mature organ of Corti is unable to regenerate [1, 4–7]. However, recent studies suggest that neonatal mouse supporting cells retain a limited, transient capacity for regeneration. For example, neonatal mouse supporting cells are able to down-regulate cell cycle inhibitors, re-enter the cell cycle and generate hair cells in culture [8–10]. This cell cycle re-entry can be driven by activation of the Wnt signaling pathway [11–15] or by deletion of cell cycle regulators such as *p27*^*Kip1*^ [16]. Blockade of Notch signaling between hair cells and supporting cells can result in trans-differentiation of supporting cells into hair cells [13, 17–20]. Such trans-differentiation of supporting cells can also be observed at very low levels after hair cell killing [17, 21]. Finally, ectopic activation of the hair cell-specific transcription factor *Atoh1* in supporting cells can drive their differentiation into hair cells [12, 22–24]. In all these cases, however, the capacity of mouse supporting cells to either divide or trans-differentiate into hair cells is lost between birth and the onset of hearing at two weeks of age [1, 9, 22, 23, 25].

All supporting cells in the mouse organ of Corti are generated prior to birth and undergo dramatic morphological changes, such as the elaboration of phalangeal processes, and formation of the reticular lamina and the tunnel of Corti [4, 26, 27]. This functional maturation of supporting cells, together with the decline in their regenerative ability over the first two weeks of postnatal life is likely to be reflected by transcriptional or epigenetic changes. To better understand the molecular basis for these changes, we performed an RNA-seq-based analysis of purified cochlear supporting cells from 1- and 6-day old mice. We find large scale gene expression changes consistent with morphological maturation including changes in the cytoskeleton and the extracellular matrix, together with changes in the gene regulatory network over this time period.

We and others have demonstrated that the ability of supporting cells to trans-differentiate into hair cells after Notch inhibition declines dramatically in the first postnatal week [19]. To understand this phenomenon, we performed RNA-seq analysis of purified supporting cells from new born (P0)-or 5-day old cochleas (P5) that had been cultured for 24 hours in the presence of the Notch inhibitor DAPT. Strikingly, we found that while over 2,000 transcripts were significantly altered as P0 supporting cells trans-differentiated into hair cells, only 20 transcripts changed significantly in P5 cochleas cultured in the same conditions. Our study has identified the transcriptional signature of supporting cell maturation and shows that the Notch pathway is greatly attenuated during the first postnatal week.

## Materials and Methods

### Experimental animals

*Lfng*^*EGFP*^ mice (Tg*(Lfng-EGFP)*HM340Gsat) were generated by the GENSAT project [28–30] and obtained from Dr. Nathaniel Heintz. Neonatal mouse pups were taken for organ cultures and cell sorting at postnatal day (P) 0, P1, P5 and P6. ICR or CF1 mice were used for in situ hybridization and for generating RNA from whole cochleas. The Baylor College of Medicine Institutional Animal Care and Use committee and the Faculty of Medicine of Universidad de Chile Bioethics committee approved all animal experiments. Genotyping for the *Lfng*^*EGFP*^ transgene was performed with primers to GFP (Forward primer: CGA AGG CTA CGT CCA GGA GCG CAC; Reverse primer GCA CGG GGC CGT CGC CGA TGG GGG TGT, yielding a 300bp band.

### Cochlear isolation and culture

P0, P1, P5 and P6 cochlear explants were dissected and cultured as previously described [19]. Briefly, following euthanasia, mouse heads were bisected, the temporal bone was removed from the skull base and the otic capsule was removed with forceps to separate the intact membranous cochlea from the surrounding bony structures. For P0 and P1 animals, the cochlear duct was peeled away from the modiolus and the medial structures (Kölliker’s and Corti´s organs) were separated from the lateral wall, Reissner´s membrane and the stria vascularis. For P5 and P6 mice, the cochlear duct was gently separated from the modiolus by cutting between them with forceps to preserve the organ of Corti. The lateral wall, stria vascularis and Reissner´s membrane were then partially removed by cutting with a 27 gauge needle. P0 and P5 cochleas were cultured in DMEM/F12 (buffered with Hepes; Thermo Fisher Scientific) supplemented with B27 (Thermo Fisher Scientific), 1mM N-acetylcysteine (Sigma), 5 ng/ml EGF and 2.5 ng/ml FGF2 and 67 μg/ml penicillin. For Notch inhibition experiments, cultures were treated with 10μM DAPT (Gamma secretase inhibitor IX, Calbiochem EMD) or 0.04% v/v DMSO (vehicle control; Thermo Fisher Scientific) for 24 hours as previously described [19].

### Immunostaining

Mid-modiolar 14μm frozen sections of paraformaldehyde-fixed temporal bones of *Lfng*^*EGFP*^ mice were washed, permeabilized and blocked in PBS containing 0.2% Triton X-100 and 10% donkey serum. They were then incubated with primary antibodies, washed in PBST (0.1% Triton X-100 in PBS) and incubated with secondary antibodies, followed by 3 washes in PBST. Primary antibodies used were rabbit polyclonal anti-MYOSIN VI (1:500; Proteus Biosciences), anti-GLAST (1:500; Abcam), anti-PROX1 (1:1000; EMD Millipore), anti-SOX2 (1:250; EMD Millipore) and anti-p75^NTR^ (NGFR: 1:200; Advanced Targeting Systems AB- N01 AP). Secondary antibodies were Alexa Fluor 594 (Invitrogen). Images were obtained on an Axio Observer Zeiss microscope with an Apotome2 structured illumination attachment and analyzed in Axiovision 4.8 (Zeiss).

### Cell Dissociation and FACS sorting

For supporting cell sorting, explants were washed in ice cold Ca^2+^, Mg^2+^-free -PBS and incubated at 37°C in EBSS solution containing papain (20U/ml), 1mM L-cysteine and 0.5mM EDTA (Worthington, Lakewood, NJ) for 8 minutes (P0 cultured explants) or 10 minutes (all other organs). The papain solution was removed and inactivated by gentle washes in ice cold PBS containing 2% FBS. The cells were dissociated by gently pipetting on ice and filtered with a cell strainer cap (BD Biosciences). The dissociated and filtered cells were sorted in a FACSAriaII cell sorter (BD Biosciences) at 4°C in PBS containing 2% FBS, using a 130μm nozzle. The cells were collected on the basis of their fluorescence gating in DMEM 5% FBS, spun down, lysed in RTL buffer (Qiagen) and stored at -80°C. For each RNAseq library, approximately 50,000 sorted cells were used from the freshly dissected cochleas, and 10,000 sorted cells were used from the cultured explants. The identity of sorted cells was confirmed using epifluorescence and qRT-PCR for hair cell and supporting cell markers. Duplicates samples were collected for each condition.

### RNA Extraction

For RNASeq libraries, total RNA was extracted using Trizol (Thermo Fisher Scientific) and PelletPaint (Novagen EMD Millipore). Briefly, samples were homogenized in 300μl of Trizol and shaken with 60μl chloroform and 2μl PelletPaint and centrifuged for 15 minutes. The supernatant containing RNA was precipitated with 1 volume of isopropanol, centrifuged for 30 minutes, washed in 75% ethanol, resuspended in 100μl water and re-precipitated with 10μl 3M sodium acetate and 250μl ethanol. After a final wash in 75% ethanol, the pellet was allowed to dry, resuspended in 20μl RNAse-free water and stored at -80°C. For qRT-PCR, RNA was prepared using an RNeasy Micro kit (Qiagen).

### RNA probe synthesis

Primer sets for each candidate gene were selected to target a 500–700 bp DNA fragment in a single exon of each gene for screen. A T7 RNA polymerase sequence (5’-GGATCCTAATACGACTCACTATAGGGAG-3’) was added to the 5’ end of each reverse primer. Primer sets used are listed in S1 Table. Mouse genomic DNA was used as the template for PCR. The PCR product of the correct size was purified with a PCR Purification Kit (Qiagen). Purified DNA was used as the template for RNA probe synthesis with T7 polymerase (Promega) using standard protocols [31].

### In situ hybridization

The *in situ* hybridization procedure for frozen sections was carried out as recently described [19], and for whole mounts as described in [32]. A probe concentration of 1μg/ml was used for sections and 0.3–0.8μg/ml for whole mounts.

### qRT-PCR

cDNA was prepared using approximately 100–500ng of total RNA, random primers and the SuperScript III First-Strand Synthesis System (Invitrogen). qPCR reactions were performed with SYBRGreen PCR Master Mix in a StepOne Plus Real Time PCR machine (Applied Biosystems), using in the reaction at 0.3 to 0.6 ng/μl cDNA and 50nM primers. Primers sequences used in this study were: *Myo6*: Forward primer—5’ -TGTTAAGGCAGGTTCCTTGAAG-3’, Reverse primer—5’ -ACACCAGCTACAACTCGAAAC-3’, *Prox1*: Forward primer—5’-CGTTACGGGAGTTTTTCAATG-3’, Reverse primer—5’-CCTTGTAAATGGCCTTCTTCCA-3’, *Gapdh*: Forward primer—5’-AGGTCGGTGTGAACGGATTTG-3’, Reverse primer—5’-TGTAGACCATGTAGTTGAGGTCA-3’. *Gapdh* was used as reference gene. Statistical analysis of qRT-PCR data was performed with a Mann-Whitney test using PAST statistical software.

### RNA sequencing

Duplicate samples of GFP+ and GFP- sorted cells were prepared for each experimental condition. 10,000–60,000 sorted cells were used as starting material to generate approximately 100–600 ng RNA, as measured by a Nanodrop spectrophotometer. cDNA libraries for RNAseq were generated using RNA Seq Truseq RNA sample preparation kit v2 (Illumina) following the “low sample” protocol according to the manufacturer's instructions for mRNA extraction, cDNA synthesis, indexing and amplification. cDNA generated from less than 20,000 cells received an initial amplification using the NuGen Ovation Kit. The quality and integrity of RNA samples and the final quality of the sequencing libraries was checked by electrophenogram in an Agilent Bioanalyzer. Paired-end sequencing was performed in HiSeq2000 sequencing platform (Illumina). Fastq files of paired end reads have been deposited in the NCBI GEO database, Accession No. GSE83357.

### Bioinformatic analysis

Analysis of the sequencing reads was performed by two different approaches. (1) Reads were mapped to the Mus musculus NCBI build37.2 iGenome (Ilumina) using TopHat 2.0 software [33, 34] and the mapped reads were quantitated and compared using Cufflinks 2.0 providing differential gene expression data and statistics. (2) Reads were aligned to the Mus musculus Ensembl mm9 iGenome (Ilumina) using TopHat 1.4.1 software and the number of reads per gene and per library was obtained using DESeq program. From the 24 cDNA libraries (12 duplicates) 50–200 million of paired end reads were obtained from each library. Of those reads 86 to 99% were correctly mapped and 73 to 93% were properly paired. After comparing the level of expression of each gene within each pair of related libraries, the most significant differentially expressed genes (DEG) were annotated and analyzed separately for both approaches. In order to find enriched genes in freshly isolated Lfng-EGFP^+^ cells, a significantly DEG was considered to have an RPKM higher than 3000, Fold Change (FC) higher than 4 and *p* value and FDR < 0.01. The level of DEG significance for comparing cultured explants (treated or not with DAPT) sample libraries was a FC higher than 2 and a *p* value and FDR < 0.01. To evaluate our Notch inhibition experiments where cultures were treated with DAPT or DMSO (in which supporting cells may trans-differentiate into hair cells), we used our consensus gene list of P1 Lfng-EGFP^+^ cells to represent supporting cells. This list was used to identify supporting cell genes down-regulated by DAPT treatment. All the complete transcriptomes obtained in this study have been included in S2 and S3 Tables.

### Gene Ontology (GO) analysis

The lists of differentially expressed genes in each experiment were uploaded into the DAVID bioinformatics suite [35–38] for gene ontology analysis. We obtained GO terms related to biological processes, and the long list of terms was uploaded to REVIGO [39] using default parameters to summarize it in representative terms. The threshold to detect redundancies used was set arbitrarily to 0.1. The REVIGO output was complemented with DAVID output in order to create merged tables. In all tables only represented terms with p<0.01 were included.

## Results

### RNA-seq analysis identifies mouse supporting cell transcripts differentially expressed in the first postnatal week

Despite widespread interest in stimulating supporting cells to trans-differentiate into hair cells, relatively little is known about the genes expressed in supporting cells as they differentiate and mature. To identify supporting cell-specific transcripts in the neonatal mouse cochlea, we used *Lfng-GFP* BAC transgenic mice (Fig 1A) from the GENSAT project [28–30] to purify supporting cells by fluorescence-activated cell sorting. These mice show specific and strong GFP expression in most of the supporting cell types in the P1 and P6 cochlea, labeling border cells, inner phalangeal cells, outer pillar cells and all three rows of Deiters’ cells (Fig 1A). FACS analysis of the dissociated cell population revealed different populations with varying degrees of GFP fluorescence (Fig 1B). We collected only the brightest GFP^+^ cells for further analysis (Fig 1B “F3” fraction). Some cells expressed detectable but low levels of GFP fluorescence (Fig 1B; F1, F2 and F4 fractions) but were not collected for analysis, as they are likely to be inner pillar cells and inner hair cells that have been previously shown to express very low levels of this transgene [40]. We performed a preliminary validation of our collected fractions by examining expression of the hair cell transcript *Myo6* and the supporting cell transcript *Prox1* by Q-PCR (Fig 1C). The F3 fraction that was used for all subsequent analyses had the highest relative levels of *Prox1* expression and the lowest relative expression of *Myo6*. We obtained an average of 580±142 and 430±133 Lfng-EGFP^+^ cells per cochlea from P1 and P6 mice respectively. 

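RNA-seq was performed on cells sorted from the cochleas of P1 and P6 mice carrying the *Lfng-GFP* transgene, which labels most supporting cell types. The brightest GFP+ cells and the GFP- cells of each age make 4 groups, with 2 replicate libraries in each group. For each of the 8 libraries, the authors deposited a raw count for every Ensembl gene, obtained after alignment to the mm9 (NCBIM37) mouse genome, without normalization. Reads that fell on no gene, on more than 1 gene or at more than 1 place in the genome are listed apart from the genes. The counts on genes were 45829475 and 24891692 in the P1 GFP+ libraries, and 37892339 and 63105067 in the P1 GFP- libraries. At P6 they were 17769024 and 29868880 in GFP+ cells, and 61678751 and 67695039 in GFP- cells. These gene counts made up 64.7% to 76.2% of all reads or read pairs listed for a library, and 13.8% to 25.6% fell on no gene. The number of genes with at least 1 count was lowest in P6 GFP+ replicate 1 (21227) and highest in P6 GFP- replicate 2 (24199). The gene with the most counts was *mt-Co1* in all 4 GFP+ libraries (1.10% to 1.93% of the gene counts) and *Col2a1* in all 4 GFP- libraries (at most 3.43%, in P6 GFP- replicate 1). Across genes, which are not independent replicates, the Pearson correlation of log2-scaled counts, relative to the library total, between replicates was 0.998 for P1 GFP+, 0.995 for P1 GFP-, 0.990 for P6 GFP+ and 0.998 for P6 GFP- cells. The replicates differed by more than sampling noise, with a chi-square per degree of freedom of 15.1 for P1 GFP+, 41.1 for P1 GFP-, 58.0 for P6 GFP+ and 37.9 for P6 GFP- cells, where sampling noise alone gives 1.

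**Figure D1:**
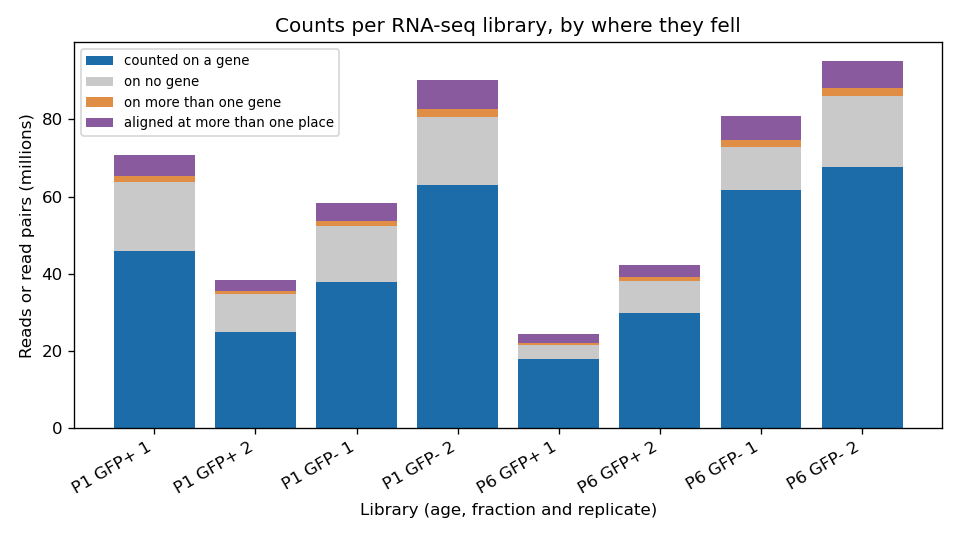
Reads or read pairs per library (vertical axis) for the 8 libraries (horizontal axis), split by colour into those counted on a gene, on no gene, on more than 1 gene or aligned at more than 1 place. The counts on genes ranged from 17769024 in P6 GFP+ replicate 1 to 67695039 in P6 GFP- replicate 2.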

We prepared total RNA cDNA libraries from 50,000 cells per replicate from P1 and P6 mice and sequenced each library.

**Fig 1:**
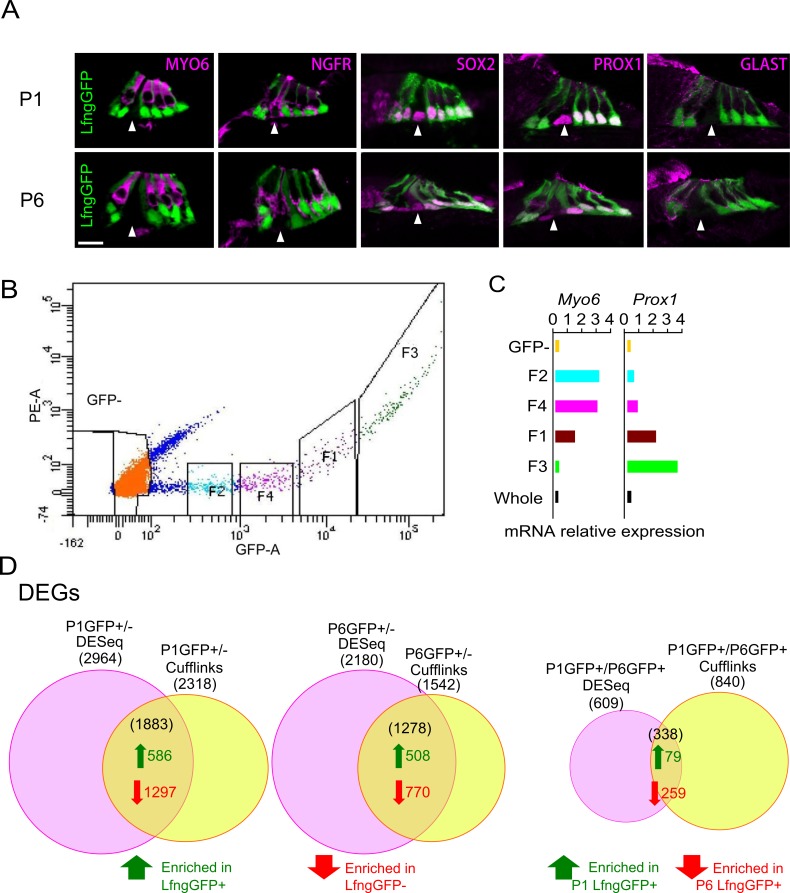
Isolation of neonatal supporting cells and analysis by RNA-seq. (A) Sections through postnatal day 1 and 6 *LFng-GFP* transgenic mice. At both ages, the GFP transgene is expressed in border cells, inner phalangeal cells, outer pillar cells and all three rows of Deiters’ cells, but not inner pillar cells (arrowheads). Sections are counterstained with antibodies to MYOSIN VI to show hair cells and SOX2, PROX1, GLAST or NGFR to show distinct types of supporting cells (magenta). Scale bar 20 μm. (B) Representative FACS profile for sorting of P1 *LFng-GFP* transgenic cochleas. GFP intensity is shown on the x-axis, with four fractions (F1-F4) identified on the sorting profile. (C) QPCR analysis of the different fractions for expression of a hair cell marker (*Myo6*) and a supporting cell marker (*Prox1*). Cells falling in F3, which contained the highest *Prox1* signal and lowest *Myo6* signal were used in subsequent experiments. (D) Identification of transcripts enriched in the GFP^+^ fractions at P1 (left) and P6 (center) using the intersection of differential gene expression between GFP^+^ and GFP^-^ cells analyzed with DESeq and Cufflinks. 586 consensus GFP^+^ transcripts were identified at P1 and 508 at P6. The right Venn diagram shows the intersection of enriched GFP+ transcripts differentially expressed between P1 and P6 analyzed with DESeq and Cufflinks. 79 transcripts were enriched in P1 GFP^+^ cells compared to P6 GFP^+^ cells, whereas 259 transcripts were enriched in P6 GFP^+^ cells compared to P1 GFP^+^ cells. *p* < 0.01, q < 0.01 and log2(fold change) > 2.

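The counts of the 4 libraries in each comparison were normalized with edgeR's TMM method, and genes with low counts were removed with edgeR's filterByExpr (minimum count 10 and minimum total count 15). A normalized count is the count of a gene divided by the effective library size of its library relative to the other libraries of the comparison. Means of normalized counts are given ± SD over the 2 replicates of a group (n = 2). Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and the paper's criteria were applied to the result, with p and p-adj below 0.01 and a fold change above 4. After the filter, 18682 genes were tested at P1 and 18294 at P6 for GFP+ against GFP- cells. The common dispersion, edgeR's measure of the spread between replicates, was 0.0225 at P1 and 0.0477 at P6. Gene positions are those of the NCBIM37 (mm9) annotation, which held 34391 of the 36536 genes with counts. Replicates of different groups share the numbers 1 and 2, and no other record links them, so a block for the replicate number rests on the labels alone. In a check of this pairing, the differences between the replicates of GFP+ cells and those of GFP- cells had a correlation across genes of 0.015 at P1 and 0.079 at P6. With the replicate block, 1101 genes were enriched in GFP+ cells at P1 and 891 at P6, against 1206 and 892 without it. The P6 GFP+ replicates also differed in how close they lay to GFP- cells, with a correlation of 0.966 to both P6 GFP- libraries for replicate 2, and of 0.941 and 0.940 for replicate 1. In addition, over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04, while the same median between the P1 GFP+ replicates was -0.000611.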

We compared the transcriptomes of GFP^+^ cells from P1 and P6 mice with those of the corresponding GFP^-^ populations. It is well-established that different methods to analyze RNA-seq data can give significantly different results. We therefore used two different analysis programs, Cufflinks [34] and DESeq [41] to normalize and compare differences in the mapped reads from our populations. We identified transcripts that were differentially expressed in GFP^+^ supporting cells compared to their GFP^-^ counterparts. 

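Genes enriched in either fraction were ranked by the size of the log2 fold change among those past the criteria with a mean of at least 100 normalized counts in the higher group. The 3 genes ranked first in each direction and at each age are given. *Rtp2* (ENSMUSG00000047531, chromosome 16, 23925634 to 23930873) had 201 ± 11.6 normalized counts in GFP+ cells and 0.309 ± 0.437 in GFP- cells at P1, a log2 fold change of 8.64 (standard error 0.52, p-adj = 6.64e-05 by edgeR). For *Cysltr2* (ENSMUSG00000033470, chromosome 14, 73428935 to 73448921), the normalized counts at P1 were 4217 ± 427 in GFP+ cells and 12.1 ± 8.28 in GFP- cells, with a log2 fold change of 8.29 (standard error 0.30, p-adj = 1.45e-05 by edgeR). *Fgf20* (ENSMUSG00000031603, chromosome 8, 41364520 to 41393685) showed a log2 fold change at P1 of 8.20 (standard error 0.33, p-adj = 2.07e-05 by edgeR), from 491 ± 51.5 normalized counts in GFP+ cells and 1.66 ± 0.595 in GFP- cells. *Tyr* (ENSMUSG00000004651, chromosome 7, 94574910 to 94641943) measured 3.17 ± 2.14 normalized counts in GFP+ cells against 1557 ± 234 in GFP- cells at P1, and its log2 fold change was -8.72 (standard error 0.31, p-adj = 1.40e-05 by edgeR). *Gpr149* (ENSMUSG00000043441, chromosome 3, 62332999 to 62409062) had 0.469 ± 0.663 normalized counts in GFP+ cells and 185 ± 49.5 in GFP- cells at P1, a log2 fold change of -8.02 (standard error 0.62, p-adj = 0.000162 by edgeR). For *Pax3* (ENSMUSG00000004872, chromosome 1, 78097842 to 78193709), the normalized counts at P1 were 0.469 ± 0.663 in GFP+ cells and 161 ± 47.3 in GFP- cells, with a log2 fold change of -7.81 (standard error 0.65, p-adj = 0.000213 by edgeR). Among genes enriched in GFP+ cells at P6, *Gm5887* with a log2 fold change of 9.72 ranked between *Umodl1* and *Prdm12* and is given with the genes chosen for in situ hybridization. *Umodl1* (ENSMUSG00000054134, chromosome 17, 31091624 to 31147653) showed a log2 fold change at P6 of 10.00 (standard error 0.48, p-adj = 0.000645 by edgeR), from 88145 ± 10833 normalized counts in GFP+ cells and 85.9 ± 34.9 in GFP- cells. *Prdm12* (ENSMUSG00000079466, chromosome 2, 31495557 to 31511315) measured 1595 ± 256 normalized counts in GFP+ cells against 3.06 ± 1.92 in GFP- cells at P6, and its log2 fold change was 9.00 (standard error 0.40, p-adj = 0.000645 by edgeR).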

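The 3 genes ranked first among those enriched in GFP- cells at P6 are given next. For *Cacna1i* (ENSMUSG00000022416, chromosome 15, 80117668 to 80228709), the normalized counts at P6 were 6.18 ± 5.63 in GFP+ cells and 182 ± 11.8 in GFP- cells, with a log2 fold change of -4.68 (standard error 0.54, p-adj = 0.00355 by edgeR). *Gcg* (ENSMUSG00000000394, chromosome 2, 62312587 to 62321707) showed a log2 fold change at P6 of -4.50 (standard error 0.66, p-adj = 0.00672 by edgeR), from 48.5 ± 50.0 normalized counts in GFP+ cells and 1195 ± 243 in GFP- cells. *Gabra3* (ENSMUSG00000031343, chromosome X, 69678020 to 69902187) measured 4.28 ± 2.94 normalized counts in GFP+ cells against 108 ± 11.2 in GFP- cells at P6, and its log2 fold change was -4.48 (standard error 0.52, p-adj = 0.00355 by edgeR). The replicates of both fractions did not overlap for any of these genes. For the genes of this direction, the P6 GFP+ mean includes a replicate with higher counts of GFP- genes (over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04). *Gcg*, for example, had 13.2 normalized counts in P6 GFP+ replicate 1 and 83.9 in replicate 2.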

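At P1, 3331 genes were past the criteria in edgeR's quasi-likelihood test, of which 1206 were enriched in GFP+ cells and 2125 in GFP- cells. At P6, 1459 genes were past the criteria, of which 892 were enriched in GFP+ cells and 567 in GFP- cells. Without the criterion on the fold change, 6972 genes at P1 and 2363 genes at P6 had an adjusted p-value below 0.01. Of these 4 counts by age and fraction, that of genes enriched in GFP- cells at P6 differed most between the ways of processing. It was 295 with library totals in place of TMM normalization, 1211 with the DESeq2 test, 1473 without the filter on low counts and 1294 with all 8 libraries in the fit. With edgeR's glmTreat test against a fold change of 4 it was 1, and with a replicate block it was 955. At P1 the count for GFP- cells stayed between 1924 and 2431 in all of these settings and with thinning to the smallest library, except with glmTreat (1015). The comparison with Cufflinks was not repeated here.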

Specifically, we found 2,964 significant differentially expressed genes (DEG) in the DESeq output and 2,318 DEG using Cufflinks for P1, and 2,180 DEG by DESeq and 1,542 DEG by Cufflinks for P6 (Fig 1D). 

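All 8 of these genes were enriched in GFP+ cells at P1 with non-overlapping replicates. *Lfng* (ENSMUSG00000029570, chromosome 5, 141083295 to 141091497) had 111120 ± 7705 normalized counts in GFP+ cells and 973 ± 416 in GFP- cells at P1, a log2 fold change of 6.83 (standard error 0.36, p-adj = 4.26e-05 by edgeR). For *Hes5* (ENSMUSG00000048001, chromosome 4, 154335032 to 154336480), the normalized counts at P1 were 6734 ± 2143 in GFP+ cells and 21.6 ± 11.4 in GFP- cells, with a log2 fold change of 8.17 (standard error 0.39, p-adj = 3.03e-05 by edgeR). *Fgfr3* (ENSMUSG00000054252, chromosome 5, 34064373 to 34079716) showed a log2 fold change at P1 of 6.55 (standard error 0.32, p-adj = 3.32e-05 by edgeR), from 87670 ± 4370.1 normalized counts in GFP+ cells and 933 ± 357 in GFP- cells. *Prox1* (ENSMUSG00000010175, chromosome 1, 191945660 to 191994559) measured 22855 ± 1916 normalized counts in GFP+ cells against 514 ± 312 in GFP- cells at P1, and its log2 fold change was 5.45 (standard error 0.45, p-adj = 0.000204 by edgeR). *Sox2* (ENSMUSG00000074637, chromosome 3, 34548927 to 34551383) had 25382 ± 117 normalized counts in GFP+ cells and 1093 ± 419 in GFP- cells at P1, a log2 fold change of 4.53 (standard error 0.28, p-adj = 7.24e-05 by edgeR). For *Lgr5* (ENSMUSG00000020140, chromosome 10, 114887367 to 115024836), the normalized counts at P1 were 19097 ± 3371 in GFP+ cells and 1552 ± 102 in GFP- cells, with a log2 fold change of 3.62 (standard error 0.16, p-adj = 2.37e-05 by edgeR). *Cdkn1b* (ENSMUSG00000003031, chromosome 6, 134870419 to 134875531) showed a log2 fold change at P1 of 3.08 (standard error 0.12, p-adj = 1.81e-05 by edgeR), from 31441 ± 3.04 normalized counts in GFP+ cells and 3717 ± 400.4 in GFP- cells. *Notch1* (ENSMUSG00000026923, chromosome 2, 26313423 to 26372183) measured 47777 ± 2849.6 normalized counts in GFP+ cells against 10809 ± 467 in GFP- cells at P1, and its log2 fold change was 2.14 (standard error 0.11, p-adj = 4.21e-05 by edgeR).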

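At P6, 7 of the 8 genes were past the criteria. *Hes5* showed a log2 fold change of 7.43 (standard error 0.39, p-adj = 0.000673 by edgeR), from 741 ± 173 normalized counts in GFP+ cells and 4.23 ± 1.17 in GFP- cells. *Lfng* measured 118213 ± 40237 normalized counts in GFP+ cells against 1441 ± 489 in GFP- cells, and its log2 fold change was 6.36 (standard error 0.47, p-adj = 0.00109 by edgeR). *Fgfr3* had 49867 ± 10686 normalized counts in GFP+ cells and 1506 ± 104 in GFP- cells, a log2 fold change of 5.05 (standard error 0.28, p-adj = 0.000719 by edgeR). For *Prox1*, the normalized counts were 4108 ± 1311 in GFP+ cells and 126 ± 20.6 in GFP- cells, with a log2 fold change of 5.03 (standard error 0.31, p-adj = 0.000800 by edgeR). The log2 fold changes of the other genes past the criteria were 3.08 for *Sox2*, 3.27 for *Lgr5* and 2.48 for *Cdkn1b*, each with p-adj of 0.00125 or below by edgeR. *Notch1* had 14879 ± 4477 normalized counts in GFP+ cells and 9032 ± 417 in GFP- cells, a log2 fold change of 0.72 that was not past the criteria (p-adj = 0.0780 by edgeR). For *Notch1*, the P1 log2 ratio minus the P6 log2 ratio was 1.44 (p-adj = 0.0265 by edgeR), in a test of the interaction of age and fraction. The spread of the P6 GFP+ replicates was wide for *Notch1*, at 11714 and 18045 normalized counts, and over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.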

We found a number of transcripts that were previously shown to be specifically expressed in supporting cells, such as *Lfng* itself, *Hes5*, *Fgfr3*, *Prox1*, *Sox2*, *Lgr5*, *Cdkn1b/p27*^*Kip1*^, and the *Notch1* receptor (S4 Table). We then focused on genes that were shown to be differentially expressed by both methods of analysis using similar criteria (p<0.01; FDR<0.01 and a fold change of at least 4). 

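With the paper's criteria applied to edgeR's quasi-likelihood test, 1206 genes were enriched in P1 GFP+ cells and 892 in P6 GFP+ cells. Each count rests on 2 libraries per fraction, with 24891692 to 63105067 counts on genes per library at P1 and 17769024 to 67695039 at P6. The alternative that moved both counts most was edgeR's glmTreat test, which tests against the fold change of 4 itself in place of applying it to the estimate. With it, 485 genes were enriched in GFP+ cells at P1 and 190 at P6. Under the other normalizations, the DESeq2 test, no filter on low counts, all 8 libraries in the fit, the replicate block and thinning to the smallest library, the count was between 1092 and 1317 at P1 and between 827 and 1061 at P6. The criteria were applied to one program, since the Cufflinks output needed for the intersection was not used here.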

We identified 586 transcripts that were enriched in P1 GFP^+^ supporting cells compared to their GFP^-^ counterparts and 508 transcripts that were enriched in P6 GFP^+^ supporting cells compared to GFP^-^ cells (Fig 1D). 

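The filter of 3000 was applied to the mean normalized count of GFP+ cells, which is not divided by gene length. The genes that passed it at P1 had a median exon length of 4556 bases, and the other genes enriched in GFP+ cells had a median of 2288 bases. Because a normalized count scales with the library totals of the comparison, the filter keeps fewer genes when every library is thinned to the smallest total of 17769024 counts.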

We filtered these gene lists to generate candidates for further analysis by setting an arbitrary expression value of > 3000 RPKM. This yielded 277 supporting cell-enriched genes in the P1 cochlea and 202 at P6 (Tables 1 and 2 and S5 Table).

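Of the genes enriched in GFP+ cells, 322 at P1 and 270 at P6 had a mean above 3000 normalized counts. With glmTreat these counts were 188 and 81, and with thinning to the smallest library they were 191 and 159. With DESeq2's size factors, library totals only, the DESeq2 test, no filter on low counts, all 8 libraries in the fit or the replicate block, they stayed between 297 and 325 at P1 and between 259 and 283 at P6.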

**Table 1:** Top 20 genes enriched in Lfng-GFP^+^ cells at P1.

Rank	Gene symbol	Mean GFP^+^ (RPKM)	Fold change (GFP^+^ vs GFP^-^)	*p-*adj
1	*Cysltr2*	4171.25	342.83	1.5E-135
2	*Hes5*	6663.27	306.73	1.68E-16
3	*Umodl1*	9261.97	227.61	2.68E-82
4	*Fgf3*	3272.03	219.78	5.68E-146
5	*Trhr*	5138.74	171.67	1.89E-236
6	*Gm5887*	7392.25	154.81	7.94E-254
7	*Pkd2l1*	8263.65	138.71	9.75E-255
8	*Fndc7*	5642.82	137.82	8.69E-171
9	*Pdzk1ip1*	6160.10	125.68	1.33E-37
10	*Slitrk6*	47604.15	120.46	3.23E-167
11	*Lfng*	109921.44	112.4	2.5E-252
12	*Agr3*	8355.38	104.39	6.16E-237
13	*Inhba*	4837.93	100.2	9.14E-208
14	*Slc6a14*	3419.69	95.49	6.99E-184
15	*Fgfr3*	86721.79	92.49	1.44E-275
16	*Nr4a3*	8069.48	91.92	1.34E-79
17	*Ntf3*	6712.00	78.59	9.04E-57
18	*Syt6*	16012.90	75.08	9.37E-239
19	*Slc27a2*	5244.69	70.04	1.46E-193
20	*Rab3b*	8196.90	67.84	7.35E-163

List of the 20 genes showing the greatest fold-change enrichment in P1 *Lfng-GFP*^*+*^ cells compared their GFP^-^ counterparts. 

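All 20 genes of Table 1 were past the criteria at P1, and in each of them the lower GFP+ replicate was above the higher GFP- replicate. *Umodl1* measured 9366 ± 1305 normalized counts in GFP+ cells against 40.4 ± 36.5 in GFP- cells at P1, and its log2 fold change was 7.71 (standard error 0.50, p-adj = 8.32e-05 by edgeR). *Fgf3* (ENSMUSG00000031074, chromosome 7, 152023988 to 152030341) had 3309 ± 324 normalized counts in GFP+ cells and 14.8 ± 15.0 in GFP- cells at P1, a log2 fold change of 7.60 (standard error 0.44, p-adj = 5.77e-05 by edgeR). For *Trhr* (ENSMUSG00000038760, chromosome 15, 44027681 to 44067458), the normalized counts at P1 were 5196 ± 293 in GFP+ cells and 29.8 ± 15.6 in GFP- cells, with a log2 fold change of 7.35 (standard error 0.27, p-adj = 1.62e-05 by edgeR). *Gm5887* (ENSMUSG00000072662, chromosome 6, 147023582 to 147035554) showed a log2 fold change at P1 of 7.27 (standard error 0.14, p-adj = 9.99e-06 by edgeR), from 7473 ± 466 normalized counts in GFP+ cells and 47.6 ± 7.05 in GFP- cells. *Pkd2l1* (ENSMUSG00000037578, chromosome 19, 44222127 to 44266932) measured 8354 ± 389 normalized counts in GFP+ cells against 59.4 ± 6.11 in GFP- cells at P1, and its log2 fold change was 7.12 (standard error 0.13, p-adj = 9.99e-06 by edgeR). Among the other genes of Table 1, the log2 fold changes were 8.29 for *Cysltr2*, 8.17 for *Hes5*, 7.05 for *Fndc7*, 6.95 for *Pdzk1ip1* and 6.91 for *Slitrk6*. Lower in this order came values of 6.83 for *Lfng*, 6.66 for *Agr3*, 6.63 for *Inhba*, 6.55 for *Fgfr3* and 6.50 for *Nr4a3*. The remaining genes had log2 fold changes of 6.45 for *Slc6a14*, 6.23 for *Ntf3*, 6.23 for *Syt6*, 6.09 for *Rab3b* and 6.07 for *Slc27a2*. Over the 20 genes, p-adj by edgeR was between 9.99e-06 and 0.000198. When the 322 genes enriched in P1 GFP+ cells with a mean above 3000 were ranked by fold change, 19 of the first 20 were genes of Table 1, and all genes of the table fell between ranks 1 and 21. For *Fndc7*, *Pdzk1ip1* and *Syt6*, the P1 log2 ratio minus the P6 log2 ratio was 2.87 (p-adj = 0.00457 by edgeR), 2.89 (p-adj = 0.00600 by edgeR) and 5.92 (p-adj = 0.000413 by edgeR).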

The mean expression level (RPKM) is shown, together with the fold change versus GFP^-^ cells. *p-*adj = adjusted *p*-value for the difference between GFP^+^ and GFP^-^ populations.

**Table 2:** Top 20 genes enriched in Lfng-GFP^+^ cells at P6.

Rank	Gene symbol	Mean GFP^+^ (RPKM)	Fold change (GFP^+^ vs GFP^-^)	*p-*adj
1	*Umodl1*	87697.47	1022.11	1.86E-149
2	*Gm5887*	17389.04	850.84	1.06E-148
3	*Crhr1*	10718.38	310.72	1.17E-120
4	*Agr3*	4234.31	201.36	9.31E-24
5	*Tsga14*	79752.75	139.51	1.52E-104
6	*Wnt7a*	7143.40	125.77	1.26E-35
7	*Rassf6*	7298.55	77.97	2.34E-25
8	*Sapcd2*	15279.43	50.42	1.4E-13
9	*Dgkb*	5928.65	50.39	5.61E-69
10	*Slc6a14*	4914.60	45.72	1.62E-15
11	*Gdf6*	31099.52	45.01	2.29E-15
12	*Emx2*	3373.32	42.51	2.23E-19
13	*Tmprss3*	15912.06	42.17	1.45E-66
14	*Tppp*	4647.09	41.33	1.33E-62
15	*Otog*	126262.45	37.63	5.36E-67
16	*Slitrk6*	35908.27	36.59	1.69E-64
17	*Rnd1*	5759.25	34.17	4.57E-06
18	*Fgfr3*	49608.94	33.2	1.18E-18
19	*Prox1*	4088.87	32.69	4.72E-09
20	*Rorb*	4155.72	31.4	3.5E-55

List of the 20 genes showing the greatest fold-change enrichment in P6 *Lfng-GFP*^*+*^ cells compared their GFP^-^ counterparts. 

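All 20 genes of Table 2 were past the criteria at P6 with non-overlapping replicates. *Crhr1* (ENSMUSG00000018634, chromosome 11, 103994169 to 104036837) had 10772 ± 666 normalized counts in GFP+ cells and 34.5 ± 12.8 in GFP- cells at P6, a log2 fold change of 8.29 (standard error 0.34, p-adj = 0.000645 by edgeR). For *Agr3* (ENSMUSG00000036231, chromosome 12, 36652207 to 36676323), the normalized counts at P6 were 4256 ± 1071 in GFP+ cells and 21.1 ± 5.00 in GFP- cells, with a log2 fold change of 7.65 (standard error 0.32, p-adj = 0.000645 by edgeR). *Tsga14* (ENSMUSG00000029790, chromosome 6, 30603457 to 30643749) showed a log2 fold change at P6 of 7.12 (standard error 0.29, p-adj = 0.000645 by edgeR), from 80158 ± 8245 normalized counts in GFP+ cells and 575 ± 35.3 in GFP- cells. *Wnt7a* (ENSMUSG00000030093, chromosome 6, 91313975 to 91361357) measured 7180.4 ± 1397 normalized counts in GFP+ cells against 56.7 ± 30.6 in GFP- cells at P6, and its log2 fold change was 6.99 (standard error 0.46, p-adj = 0.000904 by edgeR). *Dgkb* (ENSMUSG00000036095, chromosome 12, 38606761 to 39359997) had 5958 ± 184 normalized counts in GFP+ cells and 118 ± 9.51 in GFP- cells at P6, a log2 fold change of 5.65 (standard error 0.18, p-adj = 0.000645 by edgeR). Of the other genes in Table 2, those with the largest log2 fold changes had 10.00 for *Umodl1*, 9.72 for *Gm5887*, 6.28 for *Rassf6*, 5.65 for *Sapcd2* and 5.53 for *Slc6a14*. The next genes had log2 fold changes of 5.49 for *Gdf6*, 5.41 for *Emx2*, 5.40 for *Tmprss3*, 5.36 for *Tppp* and 5.24 for *Otog*. At the lower end of the table were 5.20 for *Slitrk6*, 5.09 for *Rnd1*, 5.05 for *Fgfr3*, 5.03 for *Prox1* and 4.97 for *Rorb*. Over the 20 genes, p-adj by edgeR was between 0.000645 and 0.00148. Among the 270 genes enriched in P6 GFP+ cells with a mean above 3000, 15 of the first 20 by fold change were genes of Table 2, and the table's genes fell between ranks 1 and 25. For *Dgkb*, the P1 log2 ratio minus the P6 log2 ratio was -4.15 (p-adj = 0.000193 by edgeR). The ratios at P6 include P6 GFP+ replicate 2, and over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.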

Ranking is based on the size of the fold change. The mean expression level (RPKM) is shown, together with the fold change versus GFP^-^ cells. *p-*adj = adjusted *p*-value for the difference between GFP^+^ and GFP^-^ populations

While 907 of the genes enriched in supporting cells were expressed at both P1 and P6, 976 were expressed only at P1 and 371 were expressed only at P6. 

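Counting genes past the criteria in either fraction, with the same direction at both ages, 1035 genes were shared by P1 and P6, 2296 were past the criteria only at P1 and 424 only at P6. A further 5 genes past the criteria at both ages changed direction and were counted under both single ages. When only genes enriched in GFP+ cells were counted, 589 were shared, 617 were enriched only at P1 and 303 only at P6. The DESeq2 test gave 1640 shared genes, and glmTreat gave 126. In the paper's own list of genes at both ages in S6 Table, which holds 906 genes, 320 were enriched in GFP+ cells at both ages by the paper's reported fold changes, 583 in GFP- cells at both ages and 3 in opposite directions. Passing the criteria at one age and not at the other is not a test of a difference between the ages. In a test of the interaction of age and fraction over all 8 libraries and 19233 genes, the GFP+ to GFP- ratio of 372 genes differed between P1 and P6 with an adjusted p-value below 0.01 by edgeR, 190 with the higher ratio at P1 and 182 with the higher ratio at P6.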

Consistent with maturation of supporting cells prior to the onset of hearing, the expression of many supporting cell-specific genes changed during this developmental period. 

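P1 GFP+ and P6 GFP+ cells were compared in a separate fit of the 4 GFP+ libraries, which tested 17213 genes with a common dispersion of 0.0409. In this comparison, 828 genes had an adjusted p-value below 0.01 by edgeR, and 441 were also past the 4-fold criterion. Of the 160 genes higher at P1, 101 were enriched in GFP+ cells at P1, and of the 281 genes higher at P6, 113 were enriched in GFP+ cells at P6 and 12 were enriched in GFP- cells at P6. For comparison, GFP- cells, tested the same way over 18920 genes, had 79 genes past the criteria that were higher at P1 and 271 that were higher at P6. The P6 GFP+ libraries differed from each other, since over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04. Each library belongs to one age, so a batch that followed the age could not be told apart from it. The paper states that many supporting cell-specific genes changed between these ages, and sets this beside the maturation of supporting cells before hearing begins.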

We identified differentially expressed supporting cell genes by comparing P1 and P6 Lfng-GFP^+^ samples using the same combined analysis with DESeq and Cufflinks described above. 

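In GFP+ cells, 160 genes were higher at P1 and 281 were higher at P6 with the paper's criteria in edgeR's quasi-likelihood test. With edgeR's glmTreat test against a fold change of 4, 6 genes were higher at P1 and 14 at P6. The counts rose to 261 and 778 with the DESeq2 test, to 368 and 1019 without the filter on low counts, and to 260 and 752 with all 8 libraries in the fit. With a replicate block, taken from the labels, they were 191 and 426, while the check of this pairing gave a correlation of -0.092 across genes. All 338 genes of the paper's list in S6 Table were tested, and all 338 changed in the direction that the paper reports. The paper drew the list from the same libraries, so this is not a separate test. Of the 338 genes, 275 were past the criteria in the same direction, 64 higher at P1 and 211 higher at P6. The list compares GFP+ cells with each other, and of its genes 50 of those higher at P1 were enriched in GFP+ cells at P1, while 91 of those higher at P6 were enriched in GFP+ cells and 16 in GFP- cells at P6.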

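The 3 genes with the largest log2 fold change in each direction were chosen among those past the criteria with a mean of at least 100 normalized counts in the higher group. For *Ibsp* (ENSMUSG00000029306, chromosome 5, 104728190 to 104740488), the normalized counts were 2048 ± 1642 in P6 GFP+ cells and 3.04 ± 1.76 in P1 GFP+ cells, with a log2 fold change of 9.50 (standard error 0.99, p-adj = 0.00599 by edgeR). *Pmp2* (ENSMUSG00000052468, chromosome 3, 10179851 to 10183885) showed a log2 fold change of 8.34 (standard error 0.83, p-adj = 0.00544 by edgeR), from 163 ± 69.8 normalized counts in P6 GFP+ cells and 0.535 ± 0.757 in P1 GFP+ cells. *Slc47a2* (ENSMUSG00000069855, chromosome 11, 61115133 to 61156362) measured 143 ± 70.5 normalized counts in P6 GFP+ cells against 0.299 ± 0.423 in P1 GFP+ cells, and its log2 fold change was 8.16 (standard error 0.81, p-adj = 0.00535 by edgeR). *Crabp1* (ENSMUSG00000032291, chromosome 9, 54612555 to 54620917) had 0.473 ± 0.669 normalized counts in P6 GFP+ cells and 132 ± 36.3 in P1 GFP+ cells, a log2 fold change of -7.54 (standard error 0.67, p-adj = 0.00407 by edgeR). *Lim2* (ENSMUSG00000004613, chromosome 7, 50683040 to 50691363) had 3.31 and 2.84 normalized counts in the replicates of P6 GFP+ cells and 231 and 292 in those of P1 GFP+ cells, a log2 fold change of -6.38 (standard error 0.38, p-adj = 0.00241 by edgeR). For *Has2* (ENSMUSG00000022367, chromosome 15, 56497182 to 56526094), the normalized counts were 7.33 ± 5.69 in P6 GFP+ cells and 660.2 ± 0.207 in P1 GFP+ cells, with a log2 fold change of -6.32 (standard error 0.42, p-adj = 0.00273 by edgeR). The P6 GFP+ replicates were far apart for *Ibsp*, at 888 and 3209 normalized counts, and over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.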

We identified 338 differentially expressed genes, of which 79 were enriched in P1 GFP^+^ supporting cells compared to their P6 counterparts and 259 genes that were enriched in P6 GFP^+^ supporting cells compared to P1 supporting cells (Fig 1D, Tables 3 and 4 and S6 Table).

**Table 3:** Top 20 differentially expressed genes enriched in P1 Lfng-GFP^+^ cells versus P6 Lfng-GFP^+^ cells.

Rank	Gene symbol	P1 Mean GFP^+^ (RPKM)	P6 Mean GFP^+^ (RPKM)	Fold change enrichment in P1 versus P6	*p*-adj
1	*Syt6*	10312.10	146.09	70.52	8.13E-87
2	*Cysltr2*	2686.38	81.44	32.90	2.99E-56
3	*Tmc5*	5343.56	223.78	23.92	3.58E-52
4	*Tal1*	2795.18	71.13	39.40	1.52E-48
5	*Pkd2l1*	5321.86	285.92	18.64	2.28E-47
6	*March4*	1390.15	45.89	30.27	1.81E-45
7	*Trhr*	3309.26	271.09	12.21	6.58E-36
8	*Angpt1*	4046.49	387.49	10.41	5.43E-32
9	*Chst15*	4208.43	392.24	10.70	6.02E-32
10	*Olfml3*	7644.27	532.96	14.32	2.36E-27
11	*Chrng*	1009.93	87.34	11.55	6.5E-27
12	*Raver2*	23804.79	3433.25	6.92	1.38E-25
13	*Fat3*	3525.47	418.60	8.40	2.26E-25
14	*Cdh4*	1950.64	231.45	8.46	1.14E-23
15	*Cxcl12*	6129.68	847.05	7.26	1.02E-22
16	*Sox11*	5314.63	764.77	6.96	1.41E-22
17	*St8sia2*	6179.44	890.31	6.96	1.87E-22
18	*Trh*	1840.37	261.91	7.01	1.02E-21
19	*Dpysl4*	9539.39	1636.75	5.82	2.46E-21
20	*Cyp26b1*	52399.13	9464.61	5.54	2.26E-20

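In all 20 genes of Table 3 both P1 GFP+ replicates were above both P6 GFP+ replicates. *Syt6* (ENSMUSG00000027849, chromosome 3, 103379154 to 103449490) had 146 ± 5.79 normalized counts in P6 GFP+ cells and 10381 ± 324 in P1 GFP+ cells, a log2 fold change of -6.15 (standard error 0.15, p-adj = 0.00156 by edgeR). For *Tal1* (ENSMUSG00000028717, chromosome 4, 114729031 to 114744360), the normalized counts were 71.2 ± 23.6 in P6 GFP+ cells and 2815 ± 385 in P1 GFP+ cells, with a log2 fold change of -5.26 (standard error 0.27, p-adj = 0.00199 by edgeR). *Cysltr2* showed a log2 fold change of -5.07 (standard error 0.18, p-adj = 0.00156 by edgeR), from 81.5 ± 11.0 normalized counts in P6 GFP+ cells and 2705 ± 295 in P1 GFP+ cells. *March4* (ENSMUSG00000039372, chromosome 1, 72473686 to 72583504) measured 46.0 ± 11.2 normalized counts in P6 GFP+ cells against 1399.8 ± 117 in P1 GFP+ cells, and its log2 fold change was -4.89 (standard error 0.23, p-adj = 0.00181 by edgeR). *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117118553 to 117131385) had 849 ± 457 normalized counts in P6 GFP+ cells and 6172 ± 339 in P1 GFP+ cells, a log2 fold change of -2.85 (standard error 0.39, p-adj = 0.0110 by edgeR). Of the 20 genes, 19 were past the criteria and *Cxcl12* was not, because its adjusted p-value lay above 0.01, and with a replicate block all 20 were past them. The other genes of Table 3 had log2 fold changes of P6 over P1 of -4.56 for *Tmc5*, -4.22 for *Pkd2l1*, -3.85 for *Olfml3*, -3.62 for *Trhr* and -3.55 for *Chrng*. Smaller changes were -3.42 for *Chst15*, -3.39 for *Angpt1*, -3.07 for *Cdh4*, -3.06 for *Fat3* and -2.83 for *Trh*. Closest to the 4-fold criterion were -2.80 for *Raver2*, -2.80 for *Sox11*, -2.79 for *St8sia2*, -2.55 for *Dpysl4* and -2.48 for *Cyp26b1*. The 160 genes higher at P1 were ranked by adjusted p-value, with ties in order of fold change. Of the first 20, 11 were genes of Table 3, and 6 were when fold change alone set the rank. The highest mean at P6 among these genes was 9474 normalized counts in *Cyp26b1*, whose mean at P1 was 52759.7.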

List of the 20 genes showing the greatest fold-change enrichment in P1 *Lfng-GFP*^*+*^ cells compared P6 *Lfng-GFP*^*+*^ cells. Ranking is based on the *p* value. The mean expression level (RPKM) is shown, together with the fold change of enrichment in P1 versus P6 cells. *p-*adj = adjusted *p*-value for the difference between P1 and P6 populations.

**Table 4:** Top 20 differentially expressed genes enriched in P6 Lfng-GFP^+^ cells versus P1 Lfng-GFP^+^ cells.

Rank	Gene symbol	P1 Mean GFP^+^ (RPKM)	P6 Mean GFP^+^ (RPKM)	Fold change enrichment in P6 versus P1	*p*-adj
1	Kcnj16	639.37	14990.18	23.43	3.11E-56
2	Dgkb	188.78	4453.61	23.59	1.29E-52
3	Pcsk2	65.82	2669.74	40.50	3.66E-51
4	Grip2	47.68	1375.26	28.84	6.34E-48
5	Scd1	655.77	22369.52	34.06	1.07E-42
6	Crhr1	624.41	8053.18	12.91	4.54E-39
7	Crb2	109.85	2324.76	21.11	1.85E-38
8	Rasgrp1	288.59	3520.79	12.21	2.45E-34
9	Mmp28	98.40	1238.65	12.55	2.63E-30
10	Bhlhe40	171.20	2946.79	17.27	1.19E-29
11	Umodl1	5964.36	65915.69	11.08	2.59E-28
12	Pla2g4e	96.94	1113.05	11.47	2.88E-28
13	Stat5a	146.64	1498.22	10.20	3.54E-27
14	Abcc12	129.82	1283.89	9.92	3.23E-25
15	Aim1	237.75	1998.98	8.40	9.76E-25
16	Hr	966.69	6669.82	6.92	1.47E-24
17	Cntfr	85.05	1371.73	16.11	1.66E-24
18	Sorl1	2809.49	18130.06	6.45	3.25E-24
19	Col13a1	101.25	3235.28	32.00	3.36E-23
20	Klf9	287.49	2141.53	7.46	4.03E-23

List of the 20 genes showing the greatest fold-change enrichment in P6 *Lfng-GFP*^*+*^ cells compared P1 *Lfng-GFP*^*+*^ cells. 

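All 20 genes of Table 4 were past the criteria, with both P6 GFP+ replicates above both P1 GFP+ replicates. *Pcsk2* (ENSMUSG00000027419, chromosome 2, 143371892 to 143642021) showed a log2 fold change of 5.32 (standard error 0.18, p-adj = 0.00156 by edgeR), from 2672 ± 345 normalized counts in P6 GFP+ cells and 66.3 ± 4.39 in P1 GFP+ cells. *Scd1* (ENSMUSG00000037071, chromosome 19, 44468941 to 44482199) measured 22386 ± 3128 normalized counts in P6 GFP+ cells against 660.2 ± 7.80 in P1 GFP+ cells, and its log2 fold change was 5.08 (standard error 0.19, p-adj = 0.00156 by edgeR). *Col13a1* (ENSMUSG00000058806, chromosome 10, 61300984 to 61441856) had 3237 ± 606 normalized counts in P6 GFP+ cells and 102 ± 20.8 in P1 GFP+ cells, a log2 fold change of 5.00 (standard error 0.24, p-adj = 0.00181 by edgeR). For *Kcnj16* (ENSMUSG00000051497, chromosome 11, 110829347 to 110889282), the normalized counts were 15003 ± 948 in P6 GFP+ cells and 644 ± 23.3 in P1 GFP+ cells, with a log2 fold change of 4.54 (standard error 0.15, p-adj = 0.00156 by edgeR). *Umodl1* showed a log2 fold change of 3.46 (standard error 0.21, p-adj = 0.00259 by edgeR), from 65966 ± 8588 normalized counts in P6 GFP+ cells and 6003 ± 791 in P1 GFP+ cells. Among the other genes of Table 4 were log2 fold changes of 4.87 for *Grip2*, 4.55 for *Dgkb*, 4.39 for *Crb2*, 4.09 for *Bhlhe40* and 4.00 for *Cntfr*. Then came values of 3.68 for *Crhr1*, 3.65 for *Mmp28*, 3.59 for *Rasgrp1*, 3.51 for *Pla2g4e* and 3.34 for *Stat5a*. The smallest changes of the table were 3.30 for *Abcc12*, 3.06 for *Aim1*, 2.89 for *Klf9*, 2.78 for *Hr* and 2.68 for *Sorl1*. Over the 20 genes, p-adj by edgeR was between 0.00156 and 0.00273. The 281 genes higher at P6 were ranked by adjusted p-value, with ties in order of fold change, and 11 of the first 20 were genes of Table 4. When fold change alone set the rank, none of the first 20 were, with the table's genes between ranks 23 and 186.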

Ranking is based on the *p* value. The mean expression level (RPKM) is shown, together with the fold change of enrichment in P6 versus P1 cells. *p-*adj = adjusted *p*-value for the difference between P6 and P1 populations.

We performed gene ontology (GO) and pathway analyses on our filtered list of P1 and P6 supporting cell genes using the DAVID bioinformatics suite [35, 37]. 

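The genes that the paper lists under each term of Table 5 were looked up in the comparison of P1 GFP+ with P1 GFP- cells. For neuron differentiation, 27 of the 27 genes were past the criteria, with a median log2 fold change of 3.41 and a range from 2.03 to 8.17. Cell adhesion had 31 of the 31 genes past the criteria, with a median of 2.81 and a range from 2.07 to 8.17. For cell fate determination, 5 of the 5 genes passed, with a median of 5.84 and a range from 4.18 to 8.17. The genes of all 18 terms in the table were tested, and in 8 terms 1 gene, the same gene each time, did not pass the criteria. Each listed gene also had a mean above 3000 normalized counts in P1 GFP+ cells. These genes were selected by the paper for enrichment at P1 in the same libraries, so their ratios are not a separate test of the terms, and the DAVID enrichment itself was not repeated.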

The biological processes terms most significantly represented in our lists of P1 genes were “neuron differentiation” (GO:0030182), “cell fate commitment” (GO:0045165) and “cell adhesion” (GO:0007155; Table 5). In P6 supporting cells, the most significant terms were “inner ear development” (GO:0048839), “regulation of cellular component biogenesis” (GO: 0044087) and “neuron differentiation” (GO:0030182; Table 6). 

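At P6, 9 of the 9 genes that Table 6 lists for inner ear development were past the criteria, with a median log2 fold change of 3.08 and a range from 2.33 to 5.05. Regulation of cellular component biogenesis had 9 of the 9 genes past the criteria, with a median of 3.15 and a range from 2.42 to 6.99. For neuron differentiation, 17 of the 17 genes passed, with a median of 3.83 and a range from 2.67 to 6.99. Across the table's 16 terms every listed gene was past the criteria at P6 and had a mean above 3000 normalized counts in P6 GFP+ cells. The paper selected the genes of Table 6 for enrichment in the same P6 libraries, so passing again is not a separate test.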

To interpret the long list of biological process represented in our analysis, we summarized them using the REVIGO suite [39], showing only the most significantly represented GO terms (p<0.01; Tables 5 and 6). 

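At P1, 7 of the 7 genes listed for the Notch signaling pathway were past the criteria, with a median log2 fold change of 2.50 and a range from 2.03 to 4.67. For regulation of the Notch pathway, 3 of the 4 genes passed at P1 with a median of 4.01 and a range from 2.16 to 4.53, and 4 of the 4 genes listed at P6 passed with a median of 3.22 and a range from 2.77 to 4.11. Cell projection organization had 18 of the 18 genes past the criteria at P1 (median 2.96 and a range from 2.10 to 6.91), and cell motion had 13 of the 14 genes (median 2.62 and a range from 2.07 to 6.23). Whether a term is represented less at P6 was not tested here, because the gene sets behind the terms were not used.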

We found that GO terms including “Notch pathway” (GO:0007219) or its regulation (GO:0008593), “cell projection organization” (GO:00330030) and “cell component movement” (GO:0006928) were present in our P1 lists but were less represented in the P6 gene lists. In contrast, terms associated with cellular organization, such as “cellular component biogenesis” (GO:0044087), “regulation of protein polymerization” (GO:0032271), “negative regulation of proliferation” (GO:0008285) or “cytoskeleton organization” (GO:0007010) were more represented in P6 supporting cells, consistent with the morphological maturation of supporting cells at this time. 

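At P6, 10 of the 10 genes listed for cytoskeleton organization were past the criteria, with a median log2 fold change of 3.32 and a range from 2.34 to 5.36. Regulation of protein polymerization had 7 of the 7 genes past the criteria (median 3.09 and a range from 2.42 to 5.36), and negative regulation of cell proliferation had 9 of the 9 genes (median 2.48 and a range from 2.20 to 5.05). The 9 genes for regulation of cellular component biogenesis had a median of 3.15 and a range from 2.42 to 6.99.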

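Of the 15 genes that Table 7 lists for cell adhesion, 8 were higher at P1 and 7 higher at P6 in GFP+ cells, all past the criteria. The paper selected the genes of Table 7 for a change in the same libraries, so passing again is not a separate test. For extracellular structure organization, 2 were higher at P1 and 5 higher at P6 among 7 genes, with log2 fold changes of P6 over P1 from -2.60 to 9.50. For hormone metabolic process, 1 was higher at P1 and 4 higher at P6 among 5 genes, with log2 fold changes from -2.48 to 7.45. Over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.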

Finally, DAVID analysis of biological processes terms represented in the list of genes that significantly changed in supporting cells between P1 and P6 showed that the most significantly represented terms were cell adhesion (GO:0007155), extracellular structure organization (GO:0043062) and hormone metabolic processes (GO:0042445). To summarize the list of biological process terms we used the REVIGO suite as described above (Table 7).

**Table 5:** Biological processes (BP) GO terms represented in the genes enriched in P1 Lfng-GFP^+^ cells.

Representative GO Term description (REVIGO Output)	Term ID	Included GO Term descriptions (DAVID Output)	Genes represented	log10 p value
**Neuron Differentiation**	GO:0030182	Neuron differentiation	*Enah*, *Fgfr3*, *Sox2*, *Uchl1*, *Rora*, *Jag1*, *Ephb1*, *Tgfb2*, *Nrcam*, *Efhd1*, *Tctn1*, *Sema3a*, *Ntf3*, *Ptprz1*, *Tgfbr1*, *Emx2*, *Ntng2*, *Rgnef*, *Notch3*, *Sall3*, *Notch1*, *Hes5*, *Ush1c*, *Id4*, *Slitrk6*, *Wnt7a*, *Igsf9*	-9.8358
	GO:0048839	Inner ear development	*Spry2*, *Fgfr3*, *Cdkn1b*, *Hes5*, *Sox2*, *Ush1c*, *Fgf10*, *Nr4a3*, *Jag1*, *Celsr1*, *Fzd6*, *Ptprq*	-7.2417
	GO:0048729	Tissue morphogenesis	*Enah*, *Fgfr3*, *Fgf10*, *Jag1*, *Celsr1*, *Nr4a3*, *Prox1*, *Fzd6*, *Tgfb2*, *Notch1*, *Sfrp1*, *Frem2*, *Lama5*, *Tctn1*, *Sema3a*, *Wnt7a*	-5.6775
	GO:0051094	Positive regulation of developmental process	*Tal1*, *Notch1*, *Fgfr3*, *Socs2*, *Ntf3*, *Sox2*, *Hey2*, *Jag1*, *Prox1*, *Igfbp3*, *Wnt7a*, *Tgfb2*	-3.5207
	GO:0001709	Cell fate determination	*Ntf3*, *Hes5*, *Gata3*, *Cyp26b1*, *Prox1*	-3.229
	GO:0035239	Tube morphogenesis	*Spry2*, *Notch1*, *Enah*, *Lama5*, *Fgf10*, *Cdh1*, *Tctn1*, *Nr4a3*, *Celsr1*, *Fzd6*	-3.045
	GO:0007605	Sensory perception of sound	*Spry2*, *Cdkn1b*, *Otof*, *Sox2*, *Otog*, *Ush1c*, *Tectb*	-2.8523
	GO:0022612	Gland morphogenesis	*Notch1*, *Sfrp1*, *Lama5*, *Fgf10*, *Cdh1*, *Sema3a*	-2.1185
	GO:0001763	Morphogenesis of a branching structure	*Spry2*, *Notch1*, *Sfrp1*, *Lama5*, *Fgf10*, *Spint1*, *Sema3a*	-2.0023
**Cell Adhesion**	GO:0007155	Cell adhesion	*Cldn7*, *Cldn9*, *Cldn6*, *Ninj1*, *Lmo7*, *Nedd9*, *Bcam*, *Cdh1*, *Tgfb2*, *Nrcam*, *Cd9*, *Fat3*, *Pvrl3*, *Ttyh1*, *Thbs1*, *F11r*, *Egfl6*, *Fblim1*, *Celsr2*, *Ptpru*, *Celsr1*, *Pgm5*, *Itga6*, *Hes5*, *Frem2*, *Lama5*, *Lsamp*, *Pkp3*, *Otog*, *Cntn1*, *Lamc2*	-9.2086
	GO:0016337	Cell-cell adhesion	*Cldn7*, *Cldn9*, *Cldn6*, *Lmo7*, *Celsr2*, *Cdh1*, *Celsr1*, *Ptpru*, *Tgfb2*, *Nrcam*, *Itga6*, *Fat3*, *Frem2*, *Pvrl3*, *Ttyh1*	-5.0319
**Cell Projection Organization**	GO:0030030	Cell projection organization	*Enah*, *Ntf3*, *Ptprz1*, *Uchl1*, *Ntng2*, *Rgnef*, *Ephb1*, *Tgfb2*, *Nrcam*, *Efhd1*, *Notch1*, *Itga6*, *Lama5*, *Ttyh1*, *Tctn1*, *Sema3a*, *Slitrk6*, *Igsf9*	-5.3666
	GO:0044087	Regulation of cellular component biogenesis	*Fmn1*, *Cdkn1b*, *Tgfbr1*, *Spnb1*, *Prox1*, *Wnt7a*, *Vill*	-2.723
**Notch Signaling Pathway**	GO:0007219	Notch signaling pathway	*Notch3*, *Notch1*, *Hey1*, *Heyl*, *Hey2*, *Cntn1*, *Jag1*	-3.8925
	GO:0008593	Regulation of Notch signaling pathway	*Sox2*, *Hey2*, *Fgf10*, *Jag1*	-3.7913
	GO:0016055	Wnt receptor signaling pathway	*Fzd9*, *Sfrp1*, *Ccdc88c*, *Kremen1*, *Celsr2*, *Frzb*, *Fzd4*, *Wnt7a*, *Fzd6*	-3.2014
	GO:0007167	Enzyme linked receptor protein signaling pathway	*Ephb6*, *Fgfr3*, *Erbb4*, *Id1*, *Myo1e*, *Tgfbr1*, *Fgf10*, *Angpt1*, *Ephb1*, *Fgf3*, *Tgfb2*	-2.1651
**Cell Motion**	GO:0006928	Cell motion	*Enah*, *Ntf3*, *Tgfbr1*, *Emx2*, *Fgf10*, *Ephb1*, *Tgfb2*, *Nrcam*, *Cd9*, *Syne2*, *Itga6*, *Lama5*, *St14*, *Sema3a*	-2.5456

Summary of biological processes GO terms that were significantly represented (p<0.01) in 277 genes enriched in P1 *Lfng-EGFP*^+^ cells (filtered lists: present in DESeq and Cufflinks outputs, RPKM>3000 and FC>4) relative to their GFP^-^ counterparts. The biological processes represented were obtained with the DAVID bioinformatics suite and then summarized with the REVIGO tool.

**Table 6:** Biological processes (BP) GO terms represented in the genes enriched in P6 Lfng-GFP^+^ cells.

Representative GO Term description (REVIGO Output)	Term ID	Included GO Term descriptions (DAVID Output)	Genes represented	log10 p value
**Inner Ear Development**	GO:0048839	Inner ear development	*Spry2*, *Fgfr3*, *Cdkn1b*, *Sox2*, *Ush1c*, *Fgf10*, *Nr4a3*, *Jag1*, *Gjb6*	-5.363
	GO:0030182	Neuron differentiation	*Fgfr3*, *Ptprz1*, *Sox2*, *Uchl1*, *Emx2*, *Rorb*, *Jag1*, *Rora*, *Sall3*, *Nrcam*, *Efhd1*, *Ush1c*, *Id4*, *Stmn1*, *Slitrk6*, *Igsf9*, *Wnt7a*	-5.2594
	GO:0007605	Sensory perception of sound	*Spry2*, *Cdkn1b*, *Otof*, *Sox2*, *Otog*, *Ush1c*, *Gjb6*, *Tectb*	-4.5074
	GO:0051094	Positive regulation of developmental process	*Wnt7b*, *Fgfr3*, *Tnfrsf12a*, *Sox2*, *Hey2*, *Jag1*, *Prox1*, *Igfbp3*, *Vash2*, *Wnt7a*	-3.3182
	GO:0051130	Positive regulation of cellular component organization	*Cdkn1b*, *Tnfrsf12a*, *Tppp*, *Fgf10*, *Prox1*, *Wnt7a*	-2.0054
**Regulation of Cellular Component Biogenesis**	GO:0044087	Regulation of cellular component biogenesis	*Cdkn1b*, *Gsn*, *Tppp*, *Capg*, *Stmn1*, *Prox1*, *Wnt7a*, *Epb4*.*9*, *Vill*	-5.326
	GO:0032271	Regulation of protein polymerization	*Cdkn1b*, *Gsn*, *Tppp*, *Capg*, *Stmn1*, *Epb4*.*9*, *Vill*	-4.5105
	GO:0008593	Regulation of Notch signaling pathway	*Sox2*, *Hey2*, *Fgf10*, *Jag1*	-4.1932
	GO:0051493	Regulation of cytoskeleton organization	*Cdkn1b*, *Gsn*, *Capg*, *Stmn1*, *Mid1ip1*, *Prox1*, *Epb4*.*9*, *Vill*	-4.0483
	GO:0051129	Negative regulation of cellular component organization	*Gsn*, *Snph*, *Capg*, *Stmn1*, *Mid1ip1*, *Epb4*.*9*, *Vill*	-3.3247
	GO:0043244	Regulation of protein complex disassembly	*Gsn*, *Capg*, *Mid1ip1*, *Epb4*.*9*, *Vill*	-2.9542
	GO:0033043	Regulation of organelle organization	*Cdkn1b*, *Gsn*, *Capg*, *Stmn1*, *Mid1ip1*, *Prox1*, *Epb4*.*9*, *Vill*	-2.8818
	GO:0008285	Negative regulation of cell proliferation	*Cd9*, *Spry2*, *Fgfr3*, *Cdkn1b*, *Gata3*, *Fgf10*, *Gjb6*, *Prox1*, *Igfbp3*	-2.5565
	GO:0032970	Regulation of actin filament-based process	*Gsn*, *Capg*, *Prox1*, *Epb4*.*9*, *Vill*	-2.3922
	GO:0007010	Cytoskeleton organization	*Shroom1*, *Gsn*, *Tppp*, *Epb4*.*1*, *Ush1c*, *Stmn1*, *Prox1*, *Epb4*.*9*, *Vill*, *Tmod1*	-2.0821
**Cell Adhesion**	GO:0007155	Cell adhesion	*F11r*, *Cldn7*, *Cldn9*, *Col13a1*, *Tnfrsf12a*, *Cldn3*, *Nedd9*, *Fblim1*, *Bcam*, *Nrcam*, *Cd9*, *Wnt7b*, *Pvrl3*, *Pkp3*, *Otog*, *Ttyh1*	-3.0164

Summary of biological processes GO terms that were significantly represented (p<0.01) in 202 genes enriched in P6 LfngGFP+ cells (filtered lists: present in DESeq and Cufflinks outputs, RPKM>3000 and FC>4) relative to their GFP- counterparts. The biological processes represented were obtained with the DAVID bioinformatics suite and then summarized with the REVIGO tool.

**Table 7:** Biological processes (BP) GO terms significantly represented in the list of DEG between P1 and P6 Lfng-GFP^+^ cells.

Representative GO Term description (REVIGO Output)	Term ID	Included GO Term descriptions (DAVID Output)	Genes represented	log10 p value
**Cell adhesion**	GO:0007155	Cell adhesion	*Ibsp*, *Col13a1*, *Tnc*, *Bcam*, *Vtn*, *Itgb3*, *Cdh3*, *Cdh4*, *Lama1*, *Wisp1*, *Fat3*, *Hes5*, *Itga8*, *Thbs1*, *Col8a1*	-4.1292
	GO:0030155	Regulation of cell adhesion	*Lama1*, *Stat5a*, *Vtn*, *Thbs1*, *Col8a1*	-2.264
**Extracellular structure organization**	GO:0043062	Extracellular structure organization	*Ibsp*, *Drp2*, *Itga8*, *Tnc*, *Eln*, *P2rx2*, *Vtn*	-3.0499
**Hormone metabolic process**	GO:0042445	Hormone metabolic process	*Aldh1a1*, *Pcsk2*, *Dio2*, *Chst8*, *Cyp26b1*	-2.3309

Summary of biological processes GO terms that were significantly represented (p<0.01) in 338 differentially expressed genes in P1 relative to P6 LfngGFP+ cells (present in DESeq and Cufflinks outputs, enriched in P1 or P6 and FC>4). The biological processes represented were obtained with the DAVID bioinformatics suite and then summarized with the REVIGO tool.

To further understand the genes responsible for supporting cell maturation, we compared our P1 and P6 transcriptomes, focusing on genes related to cell fate commitment, cellular component biogenesis and cytoskeletal organization. 

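All 9 of these transcription factors were past the criteria at P1, with the GFP+ replicates above the GFP- replicates in each. *Sall1* (ENSMUSG00000031665, chromosome 8, 91551147 to 91568061) had 19699 ± 709 normalized counts in GFP+ cells and 528 ± 82.6 in GFP- cells at P1, a log2 fold change of 5.22 (standard error 0.15, p-adj = 1.02e-05 by edgeR). For *Tal1*, the normalized counts at P1 were 4387 ± 566 in GFP+ cells and 69.5 ± 5.76 in GFP- cells, with a log2 fold change of 5.97 (standard error 0.15, p-adj = 9.99e-06 by edgeR). *Gata3* (ENSMUSG00000015619, chromosome 2, 9778705 to 9811661) showed a log2 fold change at P1 of 4.18 (standard error 0.44, p-adj = 0.000582 by edgeR), from 31956 ± 1189 normalized counts in GFP+ cells and 1753 ± 1082 in GFP- cells. *Atoh1* (ENSMUSG00000073043, chromosome 6, 64679140 to 64681227) measured 359 ± 45.7 normalized counts in GFP+ cells against 14.5 ± 1.38 in GFP- cells at P1, and its log2 fold change was 4.61 (standard error 0.26, p-adj = 5.61e-05 by edgeR). *Sox6* (ENSMUSG00000051910, chromosome 7, 122614858 to 123182258) had 4772 ± 304 normalized counts in GFP+ cells and 610.2 ± 28.4 in GFP- cells at P1, a log2 fold change of 2.97 (standard error 0.10, p-adj = 1.35e-05 by edgeR). For *Isl2* (ENSMUSG00000032318, chromosome 9, 55386479 to 55393987), the normalized counts at P1 were 1763 ± 145 in GFP+ cells and 281 ± 169 in GFP- cells, with a log2 fold change of 2.62 (standard error 0.39, p-adj = 0.00240 by edgeR). *Sox2*, *Prox1* and *Hes5*, given with the known supporting cell genes, had log2 fold changes of 4.53, 5.45 and 8.17. *Atoh1* also belongs to a list of 30 hair cell marker genes, whose median log2 fold change of GFP+ over GFP- cells was 3.11 at P1. The GFP- replicates were unequal for *Gata3* (988 and 2518) and *Isl2* (162 and 401). For *Tal1*, the P1 log2 ratio minus the P6 log2 ratio was 5.87 (p-adj = 0.000216 by edgeR).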

As a first step in assembling a supporting cell gene regulatory network, we found 36 transcription factors expressed significantly in P1 supporting cells, of which only nine (*Sox2*, *Sox6*, *Prox1*, *Tal1*, *Isl2*, *Atoh1*, *Hes5*, *Sall1*, and *Gata3*) were related to cell fate commitment on the basis of gene ontology. At P6 we found 32 enriched transcription factors, with only five related to cell fate commitment (*Hes5*, *Sall1*, *Gata3*, *Sox2* and *Prox1*). 

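The 5 genes were past the criteria at P6, each with non-overlapping replicates. *Sall1* showed a log2 fold change of 4.52 (standard error 0.20, p-adj = 0.000645 by edgeR), from 15516 ± 819.9 normalized counts in GFP+ cells and 675 ± 64.1 in GFP- cells. *Gata3* measured 26358 ± 4354 normalized counts in GFP+ cells against 4948 ± 752 in GFP- cells, and its log2 fold change was 2.41 (standard error 0.24, p-adj = 0.00220 by edgeR). *Sox2* had 12416 ± 2355 normalized counts in GFP+ cells and 1467 ± 193 in GFP- cells, a log2 fold change of 3.08 (standard error 0.23, p-adj = 0.00109 by edgeR). *Hes5* had a log2 fold change of 7.43 (standard error 0.39) from 741 ± 173 normalized counts in GFP+ cells and 4.23 ± 1.17 in GFP- cells, and *Prox1* had 5.03 (standard error 0.31). Of these genes, *Hes5* alone had a mean below 3000 normalized counts in P6 GFP+ cells. The P1 log2 ratio minus the P6 log2 ratio was 1.78 (p-adj = 0.0957 by edgeR) for *Gata3* and 1.46 (p-adj = 0.0619 by edgeR) for *Sox2*, neither below 0.01.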

Comparing both ages showed seven transcription factors (*Tal1*, *Atoh1*, *Hes5*, *Egr4*, *Sox11*, *Gm98*, and *Hmga2*) changing significantly from P1 to P6.

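In each of these 7 genes both P1 GFP+ replicates were above both P6 GFP+ replicates. For *Tal1*, the normalized counts were 71.2 ± 23.6 in P6 GFP+ cells and 2815 ± 385 in P1 GFP+ cells, with a log2 fold change of -5.26 (standard error 0.27, p-adj = 0.00199 by edgeR). *Atoh1* showed a log2 fold change of -3.07 (standard error 0.29, p-adj = 0.00457 by edgeR), from 27.1 ± 3.20 normalized counts in P6 GFP+ cells and 231 ± 31.1 in P1 GFP+ cells. *Hes5* measured 555 ± 134 normalized counts in P6 GFP+ cells against 4323 ± 1407 in P1 GFP+ cells, and its log2 fold change was -2.97 (standard error 0.30, p-adj = 0.00560 by edgeR). *Egr4* (ENSMUSG00000071341, chromosome 6, 85461125 to 85463583) had 35.9 ± 24.0 normalized counts in P6 GFP+ cells and 259 ± 57.0 in P1 GFP+ cells, a log2 fold change of -2.91 (standard error 0.52, p-adj = 0.0216 by edgeR). For *Sox11* (ENSMUSG00000063632, chromosome 12, 28025562 to 28027574), the normalized counts were 766 ± 258 in P6 GFP+ cells and 5351 ± 34.6 in P1 GFP+ cells, with a log2 fold change of -2.80 (standard error 0.25, p-adj = 0.00412 by edgeR). *Gm98* (ENSMUSG00000036098, chromosome 19, 10282762 to 10315238) showed a log2 fold change of -2.65 (standard error 0.60, p-adj = 0.0379 by edgeR), from 46.4 ± 40.0 normalized counts in P6 GFP+ cells and 305 ± 36.3 in P1 GFP+ cells. *Hmga2* (ENSMUSG00000056758, chromosome 10, 119798331 to 119913525) measured 293 ± 14.1 normalized counts in P6 GFP+ cells against 1726 ± 111 in P1 GFP+ cells, and its log2 fold change was -2.56 (standard error 0.14, p-adj = 0.00230 by edgeR). In the edgeR test, 5 of the 7 genes were past the criteria, and *Egr4* and *Gm98* were not because their adjusted p-values lay above 0.01. With a replicate block, 6 of the 7 were past the criteria. The depth limits the low values at P6, where the mean of *Atoh1* was 27.1 normalized counts and that of *Egr4* was 35.9.

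**Figure D2:**
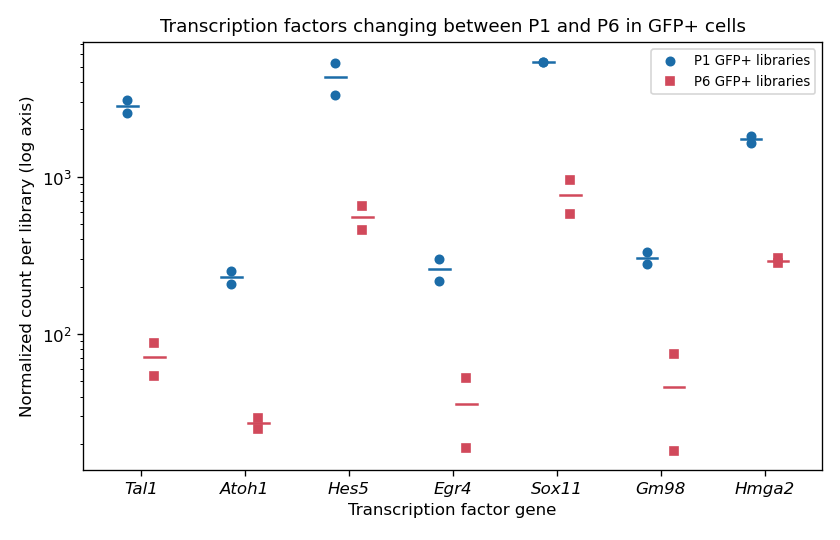
Normalized counts per library on a log axis (vertical) of the 7 transcription factor genes (horizontal) in P1 GFP+ libraries (circles) and P6 GFP+ libraries (squares), with a line at the mean of each group (n = 2). Every P1 value lies above both P6 values of its gene, with log2 fold changes of P6 over P1 between -5.26 for *Tal1* and -2.56 for *Hmga2*.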

We also looked for known downstream genes that might be associated with supporting cell maturation. Potential candidates enriched in P6 supporting cells included microtubule associated genes (*Tsga14*, *Stmn1*, *Shroom1* and *Tppp*) [42–45] actin microfilament associated genes (*Shroom1*, *Capg and Gsn*) [44, 46], and *Tnfrsf12a*, a gene implicated in extracellular matrix adhesion [47]. 

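All 7 genes were past the criteria at P6, with the GFP+ replicates above the GFP- replicates. *Tsga14* had 80158 ± 8245 normalized counts in GFP+ cells and 575 ± 35.3 in GFP- cells at P6, a log2 fold change of 7.12 (standard error 0.29, p-adj = 0.000645 by edgeR). For *Stmn1* (ENSMUSG00000028832, chromosome 4, 134024235 to 134029758), the normalized counts at P6 were 9739 ± 3859 in GFP+ cells and 1139.6 ± 67.2 in GFP- cells, with a log2 fold change of 3.09 (standard error 0.31, p-adj = 0.00245 by edgeR). *Shroom1* (ENSMUSG00000018387, chromosome 11, 53270707 to 53281268) showed a log2 fold change at P6 of 3.07 (standard error 0.19, p-adj = 0.000800 by edgeR), from 5517 ± 790.4 normalized counts in GFP+ cells and 657 ± 51.8 in GFP- cells. *Tppp* (ENSMUSG00000021573, chromosome 13, 74146855 to 74173201) measured 4670.4 ± 100.3 normalized counts in GFP+ cells against 113 ± 0.666 in GFP- cells at P6, and its log2 fold change was 5.36 (standard error 0.17, p-adj = 0.000645 by edgeR). *Capg* (ENSMUSG00000056737, chromosome 6, 72494385 to 72512977) had 4181 ± 1249.6 normalized counts in GFP+ cells and 781 ± 49.4 in GFP- cells at P6, a log2 fold change of 2.42 (standard error 0.25, p-adj = 0.00246 by edgeR). For *Gsn* (ENSMUSG00000026879, chromosome 2, 35111927 to 35163420), the normalized counts at P6 were 49047 ± 7863 in GFP+ cells and 7887 ± 970.5 in GFP- cells, with a log2 fold change of 2.64 (standard error 0.25, p-adj = 0.00198 by edgeR). *Tnfrsf12a* (ENSMUSG00000023905, chromosome 17, 23812414 to 23814416) showed a log2 fold change at P6 of 3.33 (standard error 0.30, p-adj = 0.00179 by edgeR), from 3720.3 ± 1391 normalized counts in GFP+ cells and 369.9 ± 31.8 in GFP- cells. The P6 GFP+ replicates were uneven in *Stmn1* (12468 and 7009.7) and *Tnfrsf12a* (4704 and 2737), and over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.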

Of these genes, only *Shroom1* and *Tppp* were also enriched in P1 supporting cells. 

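At P1, 4 of these 7 genes were past the criteria. For *Tsga14*, the normalized counts were 40122 ± 1797 in GFP+ cells and 792 ± 261 in GFP- cells, with a log2 fold change of 5.66 (standard error 0.26, p-adj = 2.91e-05 by edgeR). *Shroom1* showed a log2 fold change of 3.54 (standard error 0.24, p-adj = 0.000107 by edgeR), from 5081 ± 588 normalized counts in GFP+ cells and 434 ± 148 in GFP- cells. *Tppp* measured 2396 ± 126 normalized counts in GFP+ cells against 212 ± 145 in GFP- cells, and its log2 fold change was 3.46 (standard error 0.45, p-adj = 0.00128 by edgeR). *Tnfrsf12a* had 1510.1 and 1891 normalized counts in the replicates of GFP+ cells and 181 and 308 in those of GFP- cells, a log2 fold change of 2.78 (standard error 0.27, p-adj = 0.000417 by edgeR). *Stmn1* and *Gsn* were lower in GFP+ than in GFP- cells at P1, with log2 fold changes of -1.07 and -0.84, and *Capg* had 1.14, below the 4-fold criterion. In the test of the interaction of age and fraction, the P1 log2 ratio minus the P6 log2 ratio was -4.16 (p-adj = 0.00134 by edgeR) for *Stmn1* and -3.47 (p-adj = 0.00324 by edgeR) for *Gsn*. The same difference was -1.27 (p-adj = 0.0537 by edgeR) for *Capg*, -1.45 (p-adj = 0.0421 by edgeR) for *Tsga14* and -0.53 (p-adj = 0.550 by edgeR) for *Tnfrsf12a*.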

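All 20 genes listed at P1, all 18 listed at P6 and all 5 listed as changing were past the criteria of their comparison, and in every one the replicates did not overlap. The listed *Smp* was taken to be *Smpx*, as it is written in the P6 list. *Tmprss3* (ENSMUSG00000024034, chromosome 17, 31316217 to 31335920) had 15013 ± 221 normalized counts in GFP+ cells and 292 ± 122 in GFP- cells at P1, a log2 fold change of 5.66 (standard error 0.30, p-adj = 4.17e-05 by edgeR). For *Otog* (ENSMUSG00000009487, chromosome 7, 53496357 to 53566804), the normalized counts at P1 were 129299 ± 7377 in GFP+ cells and 9326 ± 5971 in GFP- cells, with a log2 fold change of 3.79 (standard error 0.47, p-adj = 0.00108 by edgeR). *Ush1c* (ENSMUSG00000030838, chromosome 7, 53450720 to 53493873) showed a log2 fold change at P1 of 4.75 (standard error 0.37, p-adj = 0.000175 by edgeR), from 40196 ± 3697 normalized counts in GFP+ cells and 1492 ± 744 in GFP- cells. *Fam65b* (ENSMUSG00000036006, chromosome 13, 24674058 to 24825685) measured 4633 ± 246 normalized counts in GFP+ cells against 969 ± 151 in GFP- cells at P1, and its log2 fold change was 2.26 (standard error 0.13, p-adj = 5.93e-05 by edgeR). *Smpx* (ENSMUSG00000041476, chromosome X, 154136842 to 154190523) had 2499 ± 977 normalized counts in GFP+ cells and 65.9 ± 21.1 in GFP- cells at P6, a log2 fold change of 5.24 (standard error 0.41, p-adj = 0.00125 by edgeR). For *P2rx2* (ENSMUSG00000029503, chromosome 5, 110768831 to 110772168), the normalized counts at P6 were 11315 ± 3144 in GFP+ cells and 429 ± 26.2 in GFP- cells, with a log2 fold change of 4.72 (standard error 0.27, p-adj = 0.000751 by edgeR). *Gjb6* (ENSMUSG00000040055, chromosome 14, 57742140 to 57752448) showed a log2 fold change at P6 of 2.47 (standard error 0.22, p-adj = 0.00168 by edgeR), from 13755 ± 2882 normalized counts in GFP+ cells and 2482 ± 64.2 in GFP- cells. *Tmc1* (ENSMUSG00000024749, chromosome 19, 20857948 to 21028692) measured 655 ± 174 normalized counts in GFP+ cells against 103 ± 12.3 in GFP- cells at P6, and its log2 fold change was 2.66 (standard error 0.29, p-adj = 0.00301 by edgeR). Over the 20 genes at P1 the log2 fold changes ranged from 2.26 to 5.66 with a median of 3.42, and over the 18 genes at P6 from 2.47 to 5.40 with a median of 4.28.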

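Between P1 and P6 GFP+ cells, the 5 listed deafness genes changed as follows. *Ceacam16* (ENSMUSG00000014686, chromosome 7, 20437446 to 20446648) measured 239 ± 35.9 normalized counts in P6 GFP+ cells against 8.17 ± 0.558 in P1 GFP+ cells, and its log2 fold change was 4.86 (standard error 0.32, p-adj = 0.00273 by edgeR). *Slc26a5* (ENSMUSG00000029015, chromosome 5, 21316473 to 21371422) had 501 ± 81.9 normalized counts in P6 GFP+ cells and 25.6 ± 9.18 in P1 GFP+ cells, a log2 fold change of 4.32 (standard error 0.34, p-adj = 0.00332 by edgeR). For *P2rx2*, the normalized counts were 8473 ± 2414 in P6 GFP+ cells and 1679 ± 161 in P1 GFP+ cells, with a log2 fold change of 2.34 (standard error 0.23, p-adj = 0.00549 by edgeR). *Otoa* (ENSMUSG00000034990, chromosome 7, 128226836 to 128306611) showed a log2 fold change of 2.20 (standard error 0.20, p-adj = 0.00407 by edgeR), from 5313 ± 345 normalized counts in P6 GFP+ cells and 1151 ± 273 in P1 GFP+ cells. *Tnc* (ENSMUSG00000028364, chromosome 4, 63620819 to 63681760) measured 4438 ± 669 normalized counts in P6 GFP+ cells against 24841 ± 159 in P1 GFP+ cells, and its log2 fold change was -2.48 (standard error 0.17, p-adj = 0.00273 by edgeR). *Pou4f3*, *Otof*, *Loxhd1*, *Strc*, *Grxcr1*, *Grxcr2*, *Myo3a*, *Pcdh15*, *Smpx*, *Tmc1* and *Slc26a5*, which are named here or in the paper's lists, also belong to a list of 30 hair cell marker genes. That list as a whole was higher in GFP+ than in GFP- cells, with a median log2 fold change of 3.11 at P1 and 3.87 at P6. For *Fam65b* and *Tmc1*, the P1 log2 ratio minus the P6 log2 ratio was 1.48 (p-adj = 0.00486 by edgeR) and -2.54 (p-adj = 0.00745 by edgeR).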

Finally, we found 20 known deafness genes enriched in supporting cells at P1 (*Tmprss3*, *Cabp2*, *Ush1c*, *Ildr1*, *Otog*, *Smp*, *Pou4f3*, *Gipc3*, *Grxcr2*, *Grhl2*, *Otof*, *Loxhd1*, *Strc*, *Grxcr1*, *Myo3a*, *Ptprq*, *Myh14*, *Marveld2*, *Pcdh15* and *Fam65b*), 18 enriched at P6 (*Tmprss3*, *Smpx*, *Otog*, *P2rx2*, *Ildr1*, *Strc*, *Loxhd1*, *Ush1c*, *Pou4f3*, *Slc26a5*, *Grxcr2*, *Pcdh15*, *Grhl2*, *Otof*, *Ceacam16*, *Tmc1*, *Marveld2* and *Gjb6*) and just five changing significantly between P1 to P6 (*Ceacam16*, *Tnc*, *Otoa*, *Slc26a5* and *P2rx2*).

To further validate the expression of our supporting cell-specific genes, we examined the expression of selected genes on cochlear sections of P1 and P6 mice by in situ hybridization. 

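The 21 genes of S7 Table were all past the criteria at P1, with log2 fold changes from 2.05 to 7.27, and 18 of them had a mean above 3000 normalized counts in P1 GFP+ cells. At P6, 16 of the 21 genes were past the criteria, and 20 had a mean above 3000 normalized counts in P6 GFP+ cells. *Igfbp3* (ENSMUSG00000020427, chromosome 11, 7106089 to 7113926) showed a log2 fold change at P1 of 4.46 (standard error 0.14, p-adj = 1.16e-05 by edgeR), from 83095 ± 2229 normalized counts in GFP+ cells and 3767 ± 388 in GFP- cells. *Igfbp5* (ENSMUSG00000026185, chromosome 1, 72904506 to 72921458) measured 391366 ± 19272 normalized counts in GFP+ cells against 94733 ± 3107 in GFP- cells at P1, and its log2 fold change was 2.05 (standard error 0.16, p-adj = 0.000165 by edgeR). *Tgfb2* (ENSMUSG00000039239, chromosome 1, 188447065 to 188529871) had 45088 ± 4169 normalized counts in GFP+ cells and 6278 ± 2585 in GFP- cells at P1, a log2 fold change of 2.84 (standard error 0.29, p-adj = 0.000513 by edgeR). At P6 the log2 fold change was 4.19 for *Igfbp3*, 0.65 for *Igfbp5* (p-adj = 0.145 by edgeR) and 0.98 for *Tgfb2* (p-adj = 0.0228 by edgeR).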

We chose genes on the basis of their RPKM values and significant enrichment at either age (Fig 2; S7 Table). We previously used in situ hybridization to validate hair cell-specific transcripts, and found that only about 50% of hair cell-enriched transcripts gave detectable, hair cell-specific expression patterns [48]. Similarly, in our supporting cell analysis, we found many genes enriched in supporting cells on the basis of RNA-seq that gave broader patterns of expression in other cochlear cell types (S7 Table). We evaluated five genes that were specifically expressed at P1 (*Daam2*, *Raver2*, *Slitrk6*, *Ttyh1* and *Gpc1*), five genes specifically expressed at P6 (*Sapcd2*, *Gm5887*, *Rassf6*, *Tmprss3* and *Crhr1*) and five genes expressed at both ages (*Tsga14*, *B4galnt3*, *Skp1a*, *Anxa5* and *Uchl1*). 

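The 5 genes evaluated as specific to P1 were past the criteria at P1. *Daam2* (ENSMUSG00000040260, chromosome 17, 49595347 to 49703662) had 48575 ± 3053 normalized counts in GFP+ cells and 4523 ± 227 in GFP- cells at P1, a log2 fold change of 3.42 (standard error 0.12, p-adj = 1.40e-05 by edgeR). For *Raver2* (ENSMUSG00000035275, chromosome 4, 100741588 to 100824975), the normalized counts at P1 were 37371 ± 117 in GFP+ cells and 2497 ± 201 in GFP- cells, with a log2 fold change of 3.90 (standard error 0.12, p-adj = 1.09e-05 by edgeR). *Slitrk6* (ENSMUSG00000045871, chromosome 14, 111147800 to 111154371) showed a log2 fold change at P1 of 6.91 (standard error 0.54, p-adj = 0.000174 by edgeR), from 48134 ± 4442 normalized counts in GFP+ cells and 393 ± 272 in GFP- cells. *Ttyh1* (ENSMUSG00000030428, chromosome 7, 4071010 to 4088308) measured 38689.5 ± 1863 normalized counts in GFP+ cells against 4075 ± 891 in GFP- cells at P1, and its log2 fold change was 3.25 (standard error 0.18, p-adj = 4.85e-05 by edgeR). *Gpc1* (ENSMUSG00000034220, chromosome 1, 94728222 to 94756775) had 47201 ± 4134 normalized counts in GFP+ cells and 5163 ± 2029.8 in GFP- cells at P1, a log2 fold change of 3.19 (standard error 0.28, p-adj = 0.000289 by edgeR). At P6, their log2 fold changes of GFP+ over GFP- cells were -0.04 for *Daam2*, 1.62 for *Raver2*, 5.20 for *Slitrk6*, 3.19 for *Ttyh1* and 0.83 for *Gpc1*, and *Slitrk6* and *Ttyh1* were past the criteria. Between P1 and P6 GFP+ cells the log2 fold changes were -2.43 for *Daam2*, -2.80 for *Raver2*, -0.19 for *Slitrk6*, -0.90 for *Ttyh1* and -1.99 for *Gpc1*, and *Daam2* and *Raver2* were past the criteria. For *Daam2*, *Raver2* and *Gpc1*, the P1 log2 ratio minus the P6 log2 ratio was 3.48 (p-adj = 0.000445 by edgeR), 2.29 (p-adj = 0.00118 by edgeR) and 2.37 (p-adj = 0.0106 by edgeR). For *Slitrk6* and *Ttyh1* it was 1.74 (p-adj = 0.149 by edgeR) and 0.07 (p-adj = 0.926 by edgeR).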

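The 5 genes evaluated as specific to P6 and the 5 genes evaluated at both ages were past the criteria at P1 and at P6. *Sapcd2* (ENSMUSG00000026955, chromosome 2, 25227841 to 25233733) showed a log2 fold change at P6 of 5.65 (standard error 0.28, p-adj = 0.000645 by edgeR), from 15359.8 ± 4185 normalized counts in GFP+ cells and 305 ± 9.90 in GFP- cells. *Gm5887* measured 17477 ± 992 normalized counts in GFP+ cells against 20.6 ± 0.532 in GFP- cells at P6, and its log2 fold change was 9.72 (standard error 0.25, p-adj = 0.000645 by edgeR). *Rassf6* (ENSMUSG00000029370, chromosome 5, 91032102 to 91069513) had 7336 ± 1571 normalized counts in GFP+ cells and 94.1 ± 14.4 in GFP- cells at P6, a log2 fold change of 6.28 (standard error 0.27, p-adj = 0.000645 by edgeR). For *Tmprss3*, the normalized counts at P6 were 15993 ± 1679 in GFP+ cells and 379 ± 56.1 in GFP- cells, with a log2 fold change of 5.40 (standard error 0.23, p-adj = 0.000645 by edgeR). At P1, the log2 fold changes were 3.59 for *Sapcd2*, 7.27 for *Gm5887*, 4.21 for *Rassf6*, 5.66 for *Tmprss3* and 6.06 for *Crhr1*. Between the ages, the log2 fold changes of P6 over P1 GFP+ cells were 2.13 for *Sapcd2*, 1.45 for *Gm5887*, 2.07 for *Rassf6*, 0.31 for *Tmprss3* and 3.68 for *Crhr1*, with *Sapcd2*, *Rassf6* and *Crhr1* past the criteria. The P1 log2 ratio minus the P6 log2 ratio was -2.05 (p-adj = 0.00657 by edgeR) for *Sapcd2* and -2.44 (p-adj = 0.00168 by edgeR) for *Gm5887*. *B4galnt3* (ENSMUSG00000041372, chromosome 6, 120153091 to 120244577) showed a log2 fold change at P1 of 3.86 (standard error 0.43, p-adj = 0.000680 by edgeR), from 36811 ± 1472 normalized counts in GFP+ cells and 2523 ± 1508 in GFP- cells. *Skp1a* (ENSMUSG00000036309, chromosome 11, 52045497 to 52060360) measured 63090.1 ± 6924 normalized counts in GFP+ cells against 9552 ± 1083 in GFP- cells at P1, and its log2 fold change was 2.72 (standard error 0.15, p-adj = 4.77e-05 by edgeR). *Anxa5* (ENSMUSG00000027712, chromosome 3, 36347847 to 36374765) had 41641 ± 520.2 normalized counts in GFP+ cells and 5705 ± 776 in GFP- cells at P1, a log2 fold change of 2.87 (standard error 0.13, p-adj = 3.03e-05 by edgeR). For *Uchl1* (ENSMUSG00000029223, chromosome 5, 67067360 to 67078472), the normalized counts at P1 were 25559.7 ± 845 in GFP+ cells and 2498 ± 1858 in GFP- cells, with a log2 fold change of 3.35 (standard error 0.53, p-adj = 0.00287 by edgeR). At P6 the 5 genes evaluated at both ages had log2 fold changes of 7.12 for *Tsga14*, 3.76 for *B4galnt3*, 2.96 for *Skp1a*, 2.86 for *Anxa5* and 3.83 for *Uchl1*, and none was past the criteria between the ages. For the values at P6, over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.

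**Figure D3:**
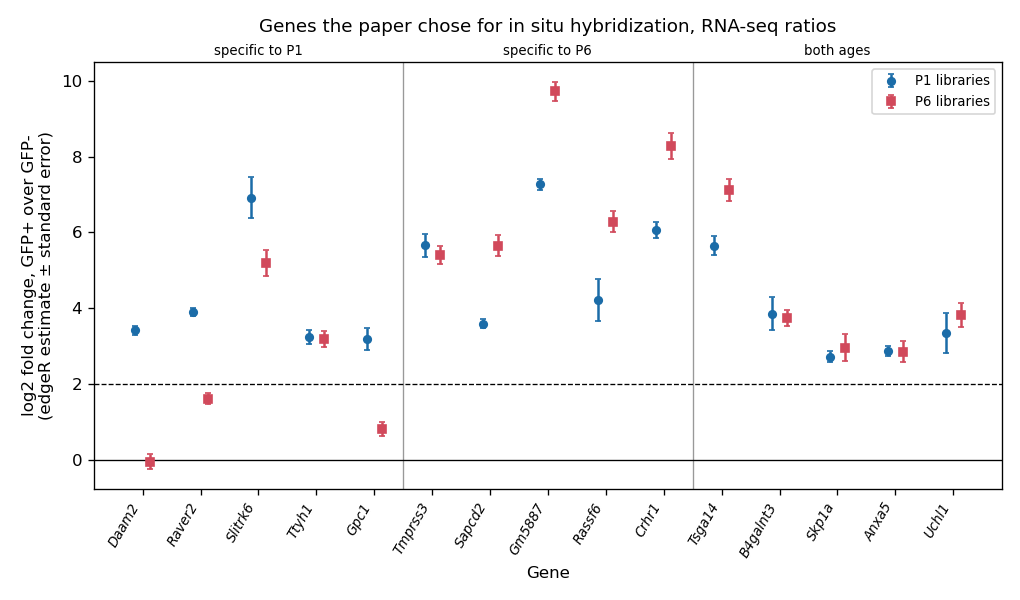
Log2 fold change of GFP+ over GFP- cells (vertical axis, edgeR estimate ± standard error, 2 libraries per fraction) of the 15 genes chosen for in situ hybridization (horizontal axis) at P1 (circles) and P6 (squares), with a dashed line at the 4-fold criterion (log2 of 2). At P6, *Daam2* (-0.04), *Raver2* (1.62) and *Gpc1* (0.83) lie below the dashed line and the other 12 genes lie above it.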

Of those only *Slitrk6* expression has been previously characterized in the cochlea [49]. In situ analysis revealed a wide variety of expression patterns, with some genes expressed broadly in most supporting cell types (*B4galnt3*, *Skp1a*) at both ages, others restricted to one supporting cell subtype at both ages (e.g. *Tsga14* in pillar cells), whereas other genes were broadly expressed at only one age (*Slitrk6* at P1) or restricted to a particular sub-population at only one age (*Gm5887* in Deiters’ cells at P6). We also observed apical-basal gradients of expression for some genes at both ages (Fig 2). In summary, in addition to validating our RNA-seq data, our in situ hybridization revealed the presence of spatially and temporally varying and sub-population-specific gene expression for many of our supporting cell transcripts.

**Fig 2:**
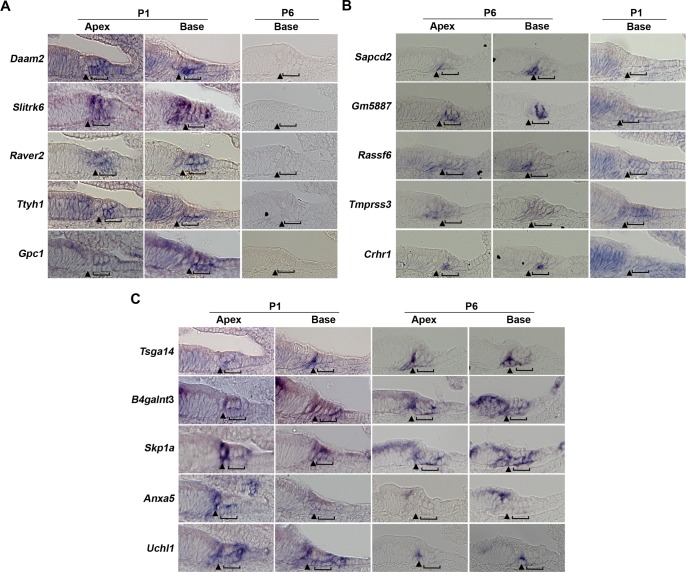
In situ validation of supporting cell-specific transcripts. Examples of supporting cell genes enriched in **(A)** P1 supporting cells with basal P6 sections to show negative expression **(B)** P6 supporting cells with basal P1 sections to show negative expression **(C)** Both P1 and P6 supporting cells, with sections to show both apical (less mature) and basal (more mature) regions at each age. Brackets: Deiters’ cells; Arrowhead: pillar cell region; horizontal line, greater epithelial ridge region.

### Mouse cochlear supporting cells become almost completely unresponsive to blockade of Notch signaling by six days of age

The Notch signaling pathway plays a critical role in establishing hair cell and supporting cell identity during the differentiation of inner ear sensory tissue [50]. Specifically, hair cells expressing the DLL1, DLL3 and JAG2 ligands deliver a Notch signal to neighboring supporting cells that prevents their differentiation into hair cells. Accordingly, genetic inactivation of Notch receptors, their ligands or downstream transcriptional effectors in the inner ear causes an over-production of hair cells at the expense of supporting cells [51–56]. Moreover, blockade of the Notch signaling pathway through pharmacological inhibition of the gamma secretase complex required for Notch receptor cleavage or antibody blockade of Notch receptors themselves can also cause supporting cells to trans-differentiate into hair cells [13, 17–20]. However, the ability of Notch inhibition to cause supporting cell trans-differentiation decline rapidly with age, and can even be observed in supporting cells of different maturational states along the basal-apical axis of the neonatal cochlea [19]. We have previously shown that the expression of some components of the Notch pathway is reduced in mouse cochlear supporting cells in the first postnatal week [19]. However, it is formally possible that significant numbers of transcriptional changes still occur when the Notch pathway is blocked in P6 supporting cells, but these are nevertheless insufficient to drive trans-differentiation to hair cells.

We first assessed the expression of known Notch pathway genes in our P1 and P6 data sets. We found many Notch pathway genes enriched in supporting cells, and many of these were down-regulated between P1 and P6 as previously described [19] (Table 8). 

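All 12 Notch pathway genes of Table 8 were past the criteria at P1 and 8 of them at P6. Between P1 and P6 GFP+ cells, 8 of the 12 genes fell. *Hes5* had 555 ± 134 normalized counts in P6 GFP+ cells and 4323 ± 1407 in P1 GFP+ cells, a log2 fold change of -2.97 (standard error 0.30, p-adj = 0.00560 by edgeR). For *Lor* (ENSMUSG00000043165, chromosome 3, 91884197 to 91887064), the normalized counts were 34.0 ± 1.36 in P6 GFP+ cells and 237 ± 61.7 in P1 GFP+ cells, with a log2 fold change of -2.79 (standard error 0.32, p-adj = 0.00715 by edgeR). *Notch1* showed a log2 fold change of -1.46 (standard error 0.24, p-adj = 0.0176 by edgeR), from 11118 ± 3267 normalized counts in P6 GFP+ cells and 30632 ± 1594 in P1 GFP+ cells. *Notch3* (ENSMUSG00000038146, chromosome 17, 32257765 to 32303825) measured 6147 ± 659.8 normalized counts in P6 GFP+ cells against 13753 ± 670.4 in P1 GFP+ cells, and its log2 fold change was -1.16 (standard error 0.15, p-adj = 0.00931 by edgeR). *Hey1* (ENSMUSG00000040289, chromosome 3, 8663362 to 8667039) had 7444 ± 1648 normalized counts in P6 GFP+ cells and 14323 ± 282 in P1 GFP+ cells, a log2 fold change of -0.94 (standard error 0.19, p-adj = 0.0288 by edgeR). For *Cntn1* (ENSMUSG00000055022, chromosome 15, 91881596 to 92172398), the normalized counts were 3322 ± 3.94 in P6 GFP+ cells and 6215 ± 126 in P1 GFP+ cells, with a log2 fold change of -0.90 (standard error 0.12, p-adj = 0.00931 by edgeR). The remaining genes that fell were *Mfng* and *Jag1*, with log2 fold changes of -0.57 (p-adj = 0.119 by edgeR) and -0.56 (p-adj = 0.0879 by edgeR). *Hr* (ENSMUSG00000022096, chromosome 14, 70952019 to 70973355) rose, with a log2 fold change of 2.78 (standard error 0.16, p-adj = 0.00241 by edgeR), and 0.31 for *Lfng*, 0.12 for *Mycl1* and 0.09 for *Hey2* were within 2 standard errors of no change. With library totals in place of TMM normalization, *Hey2* had the opposite sign, at -0.0077. *Hes5* and *Lor* were past the criteria as lower at P6, and *Hr* as higher at P6.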

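The median log2 fold change of the 12 Notch pathway genes between P1 and P6 GFP+ cells was -0.74, and none of 10000 random lists matched on mean expression had a median as low. Among the alternatives that kept all replicates, the one that moved it most subtracted from each GFP+ library a share of the GFP- profile set by mesenchyme marker genes, a setting chosen after seeing the data, with a median of -0.60. Among random lists of other genes enriched in GFP+ cells at P1, which had a typical median of -0.29, the Notch genes lay at percentile 8.9. In GFP- cells, where the median was 0.05, they lay at percentile 65.3 of the random lists. With a replicate block, taken from the labels, the median was -0.74. From these genes, the paper states that many Notch pathway genes are enriched in supporting cells and that many of them were down-regulated between P1 and P6.

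**Figure D4:**
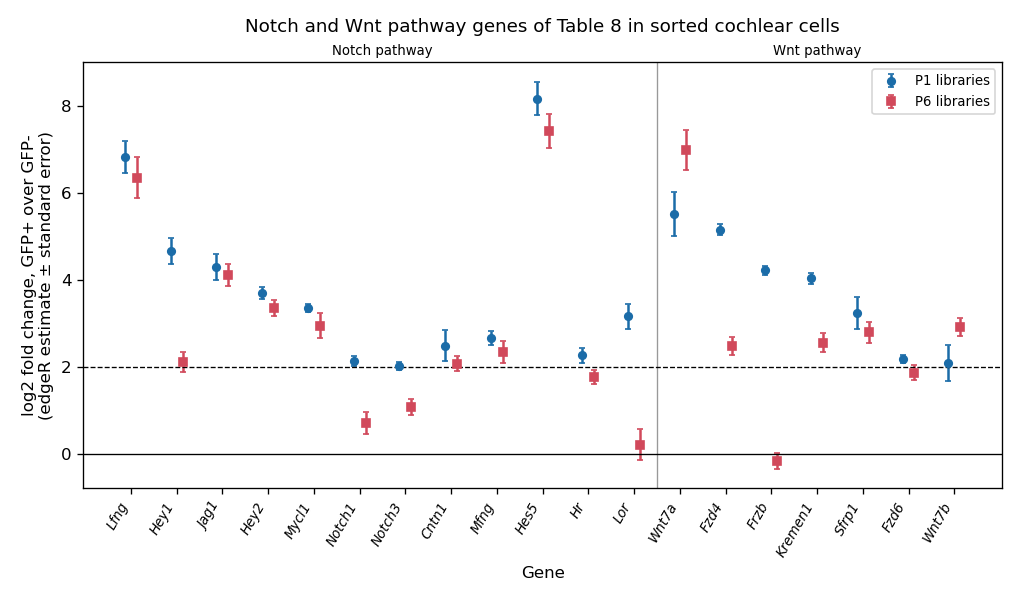
Log2 fold change of GFP+ over GFP- cells (vertical axis, edgeR estimate ± standard error, 2 libraries per fraction) of the 12 Notch and 7 Wnt pathway genes of Table 8 (horizontal axis) at P1 (circles) and P6 (squares), with a dashed line at the 4-fold criterion (log2 of 2). At P1 all 19 genes lie above the dashed line, and at P6 *Notch1*, *Notch3*, *Hr*, *Lor*, *Frzb* and *Fzd6* lie below it.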

To test whether changes in Notch responsiveness of supporting cells between birth and P6 are associated with changes in the transcriptional response to Notch blockade, we cultured cochleas from newborn (P0) or P5 mice in the presence or absence of the gamma secretase inhibitor DAPT for 24 hours as previously described [19]. Our previous work showed that DAPT, which prevents gamma secretase-mediated cleavage of many proteins in addition to Notch receptors, has the same effect on neonatal cochlear cultures as Notch1 blocking antibodies [19]. At the end of the culture period, we dissociated the cultured cochleas and purified GFP^+^ and GFP^-^ cells by fluorescence-activated cell sorting. We reasoned that culturing P0 and P5 cochleas for 24 hours was the most appropriate way to compare their transcriptomes to the acutely isolated P1 and P6 supporting cells described above. The GFP label was stable and retained by supporting cells during this 24 hour period of Notch blockade, allowing us to isolate supporting cells as they began to trans-differentiate into hair cells (S1A–S1C Fig). We isolated between 500–600 supporting cells per cochlea in each condition (DMSO or DAPT) at P1, and between 300–400 supporting cells per cochlea at P6. Between 10,000–20,000 purified supporting cells were used to create RNA-seq libraries at each age and condition, with duplicate samples being analyzed. GFP^+^ and GFP^-^ cell populations from P0 and P5 supporting cells cultured in DAPT or DMSO vehicle were analyzed by RNA-seq. Mapped and normalized data sets were compared to identify supporting cell transcripts that were significantly up- or down-regulated in P0 supporting cells that were treated with DAPT compared to DMSO, and a similar analysis was performed for our P5 samples.

**Table 8:** Notch and Wnt pathway genes expressed in Lfng-GFP^+^ cells at P1 and P6.

	*Postnatal Day 1*			*Postnatal Day 6*		
Genes	Expression in Lfng-GFP^+^ (RPKM)	Fold change (GFP^+^vs GFP^-^)	*p-*adj	Expression in Lfng-GFP^+^ (RPKM)	Fold change (GFP^+^vs GFP^-^)	*p-*adj
*Lfng*	109921.44	112.40	2.5E-252	117587	81.79	2.31E-10
*Hey1*	22093.29	25.21	6.75E-160	9892	4.35	0.000014
*Jag1*	81967.23	19.58	2.12E-105	47865	17.31	9.94E-43
*Hey2*	7358.57	12.92	1.09E-102	6735	10.27	1.79E-24
*Mycl1*	7233.13	10.13	1.11E-86	6790	7.76	4.09E-08
*Notch1*	47252.67	4.36	1E-44	14809.73	1.650383	0.208748
*Notch3*	21210.78	4.03	2.78E-38	8181.368	2.125937	0.000264
*Cntn1*	9585.18	5.58	1.92E-34	4419	4.25	1.78E-12
*Mfng*	1254.47	6.30	9.05E-17	731	5.14	9.28E-08
*Hes5*	6663.27	306.73	1.68E-16	737	174.97	4.39E-24
*Hr*	1500.99	4.81	1.34E-11	8878.668	3.452246	2.05E-09
*Lor*	364.97	8.87	9.93E-08	45.26282	1.175772	1
*Wnt7a*	10897.69	46.84	1.3E-190	7143.40	125.77	1.26E-35
*Fzd4*	10204.53	35.42	7.98E-66	3761.40	5.64	2.77E-16
*Frzb*	13318.59	18.55	1.41E-134	2707.837	0.901449	1
*Kremen1*	55934.39	16.31	1.17E-134	50543.90	5.94	2.14E-18
*Sfrp1*	53947.70	9.40	1.6E-87	17549.5299	6.98	3.18E-22
*Fzd6*	6100.32	4.52	2.92E-41	7130.342	3.684441	4.31E-10
*Wnt7b*	2444.61	4.26	1.43E-11	3047.78699	7.61	1.5E-13

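The Notch pathway genes of Table 8 had the following values at P1, apart from *Lfng*, *Hes5* and *Notch1*, which are given with the known supporting cell genes. For *Hey1*, the normalized counts were 22337 ± 610.4 in GFP+ cells and 872 ± 359 in GFP- cells, with a log2 fold change of 4.67 (standard error 0.30, p-adj = 8.13e-05 by edgeR). *Jag1* (ENSMUSG00000027276, chromosome 2, 136907192 to 136942380) showed a log2 fold change of 4.31 (standard error 0.30, p-adj = 0.000108 by edgeR), from 82879 ± 6896 normalized counts in GFP+ cells and 4165 ± 1609 in GFP- cells. *Hey2* (ENSMUSG00000019789, chromosome 10, 30552165 to 30562607) measured 7440.1 ± 411 normalized counts in GFP+ cells against 568 ± 97.4 in GFP- cells, and its log2 fold change was 3.71 (standard error 0.15, p-adj = 1.83e-05 by edgeR). *Mycl1* (ENSMUSG00000028654, chromosome 4, 122672895 to 122679728) had 7312 ± 406 normalized counts in GFP+ cells and 712 ± 11.0 in GFP- cells, a log2 fold change of 3.36 (standard error 0.09, p-adj = 1.02e-05 by edgeR). For *Notch3*, the normalized counts were 21443 ± 882 in GFP+ cells and 5252 ± 167 in GFP- cells, with a log2 fold change of 2.03 (standard error 0.10, p-adj = 3.03e-05 by edgeR). *Cntn1* showed a log2 fold change of 2.50 (standard error 0.35, p-adj = 0.00184 by edgeR), from 9691 ± 123 normalized counts in GFP+ cells and 1707 ± 908 in GFP- cells. *Mfng* (ENSMUSG00000018169, chromosome 15, 78586312 to 78603905) measured 1268 ± 191 normalized counts in GFP+ cells against 199 ± 7.10 in GFP- cells, and its log2 fold change was 2.67 (standard error 0.16, p-adj = 6.72e-05 by edgeR). *Hr* had 1517 ± 242 normalized counts in GFP+ cells and 311 ± 38.7 in GFP- cells, a log2 fold change of 2.28 (standard error 0.17, p-adj = 0.000143 by edgeR). For *Lor*, the normalized counts were 369 ± 93.4 in GFP+ cells and 41.1 ± 6.52 in GFP- cells, with a log2 fold change of 3.17 (standard error 0.29, p-adj = 0.000305 by edgeR).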

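At P6, the Notch pathway genes spanned a wider range of ratios. *Hey1* showed a log2 fold change of 2.12 (standard error 0.23, p-adj = 0.00298 by edgeR), from 9944 ± 2129.8 normalized counts in GFP+ cells and 2286 ± 351 in GFP- cells. *Jag1* measured 48109 ± 5105 normalized counts in GFP+ cells against 2779 ± 415 in GFP- cells, and its log2 fold change was 4.11 (standard error 0.25, p-adj = 0.000800 by edgeR). *Hey2* had 6769.6 ± 949 normalized counts in GFP+ cells and 661 ± 8.85 in GFP- cells, a log2 fold change of 3.36 (standard error 0.18, p-adj = 0.000719 by edgeR). For *Mycl1*, the normalized counts were 6825 ± 1514 in GFP+ cells and 878 ± 248 in GFP- cells, with a log2 fold change of 2.96 (standard error 0.28, p-adj = 0.00208 by edgeR). *Notch3* showed a log2 fold change of 1.08 (standard error 0.18, p-adj = 0.00995 by edgeR), from 8221 ± 942 normalized counts in GFP+ cells and 3883 ± 447 in GFP- cells. *Cntn1* measured 4441 ± 37.9 normalized counts in GFP+ cells against 1044 ± 163 in GFP- cells, and its log2 fold change was 2.09 (standard error 0.18, p-adj = 0.00151 by edgeR). *Mfng* had 735 ± 145 normalized counts in GFP+ cells and 143 ± 0.825 in GFP- cells, a log2 fold change of 2.35 (standard error 0.24, p-adj = 0.00256 by edgeR). *Hr* and *Lor* were below the 4-fold criterion at P6, with log2 fold changes of 1.78 and 0.23. For *Lor*, the P1 log2 ratio minus the P6 log2 ratio was 2.95 (p-adj = 0.00831 by edgeR), and the genes next in size were *Hey1* with 2.57 (p-adj = 0.0109 by edgeR) and *Notch1* with 1.44 (p-adj = 0.0265 by edgeR). The P6 ratios include P6 GFP+ replicate 2, and over the 751 genes at least 16-fold higher in GFP- cells at P1, P6 GFP+ replicate 2 was higher than replicate 1 by a median log2 of 1.04.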

Known members of the Notch and Wnt signaling pathways expressed in either P1 or P6 *LFng-GFP*^*+*^ cells. The mean expression level (RPKM) is shown, together with the fold change versus GFP^-^ cells. *p-*adj = adjusted *p*-value for the difference between GFP^+^ and GFP^-^ populations at each age.

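The 7 Wnt pathway genes of Table 8 were all past the criteria at P1. *Wnt7a* had 11017 ± 247 normalized counts in GFP+ cells and 231 ± 171 in GFP- cells, a log2 fold change of 5.53 (standard error 0.51, p-adj = 0.000322 by edgeR). For *Fzd4* (ENSMUSG00000049791, chromosome 7, 96552876 to 96558620), the normalized counts were 10319 ± 1270.0 in GFP+ cells and 287 ± 9.35 in GFP- cells, with a log2 fold change of 5.17 (standard error 0.13, p-adj = 9.99e-06 by edgeR). *Frzb* (ENSMUSG00000027004, chromosome 2, 80252127 to 80287782) showed a log2 fold change of 4.23 (standard error 0.10, p-adj = 9.99e-06 by edgeR), from 13464 ± 811 normalized counts in GFP+ cells and 716 ± 17.8 in GFP- cells. *Kremen1* (ENSMUSG00000020393, chromosome 11, 5091555 to 5161561) measured 56550.4 ± 298 normalized counts in GFP+ cells against 3420.2 ± 217 in GFP- cells, and its log2 fold change was 4.05 (standard error 0.12, p-adj = 1.09e-05 by edgeR). *Sfrp1* (ENSMUSG00000031548, chromosome 8, 24521974 to 24560104) had 54540.5 ± 704 normalized counts in GFP+ cells and 5706 ± 2981 in GFP- cells, a log2 fold change of 3.26 (standard error 0.37, p-adj = 0.000732 by edgeR). For *Fzd6* (ENSMUSG00000022297, chromosome 15, 38837879 to 38869732), the normalized counts were 6168 ± 234 in GFP+ cells and 1347 ± 41.6 in GFP- cells, with a log2 fold change of 2.19 (standard error 0.09, p-adj = 1.92e-05 by edgeR). *Wnt7b* (ENSMUSG00000022382, chromosome 15, 85365869 to 85412251) showed a log2 fold change of 2.10 (standard error 0.41, p-adj = 0.00714 by edgeR), from 2472 ± 13.7 normalized counts in GFP+ cells and 571 ± 365 in GFP- cells. The P1 GFP- replicates were uneven in *Wnt7a*, *Sfrp1* and *Wnt7b*, for which replicate 2 had 352, 7814 and 829 normalized counts and replicate 1 had 110.1, 3598 and 313.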

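At P6, 5 of the 7 Wnt pathway genes were past the criteria. *Wnt7a* measured 7180.4 ± 1397 normalized counts in GFP+ cells against 56.7 ± 30.6 in GFP- cells, and its log2 fold change was 6.99 (standard error 0.46, p-adj = 0.000904 by edgeR). *Fzd4* had 3779.6 ± 527 normalized counts in GFP+ cells and 670.4 ± 116 in GFP- cells, a log2 fold change of 2.50 (standard error 0.20, p-adj = 0.00140 by edgeR). For *Frzb*, the normalized counts were 2721 ± 270.2 in GFP+ cells and 3018 ± 498 in GFP- cells, with a log2 fold change of -0.15 (standard error 0.18, p-adj = 0.570 by edgeR). *Kremen1* showed a log2 fold change of 2.57 (standard error 0.22, p-adj = 0.00152 by edgeR), from 50799.7 ± 3905 normalized counts in GFP+ cells and 8569 ± 362 in GFP- cells. *Sfrp1* measured 17637 ± 394 normalized counts in GFP+ cells against 2521 ± 660.4 in GFP- cells, and its log2 fold change was 2.81 (standard error 0.25, p-adj = 0.00168 by edgeR). *Fzd6* had 7166 ± 621 normalized counts in GFP+ cells and 1946 ± 221 in GFP- cells, a log2 fold change of 1.88 (standard error 0.18, p-adj = 0.00201 by edgeR). For *Wnt7b*, the normalized counts were 3064 ± 523 in GFP+ cells and 403 ± 47.8 in GFP- cells, with a log2 fold change of 2.93 (standard error 0.20, p-adj = 0.000989 by edgeR). For *Frzb*, *Fzd4* and *Kremen1*, the P1 log2 ratio minus the P6 log2 ratio was 4.40 (p-adj = 0.000194 by edgeR), 2.69 (p-adj = 0.00141 by edgeR) and 1.49 (p-adj = 0.00735 by edgeR).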

We used DESeq to identify 2,088 supporting cell-specific genes that were significantly changed after DAPT treatment of P0 cochleas (S1D Fig), with 1032 transcripts being down-regulated (Table 9) and 1056 transcripts up-regulated (Table 10 and S8 Table). In agreement with the observed trans-differentiation of neonatal supporting cells after Notch blockade, 237 of the transcripts up-regulated by DAPT were among the 304 genes we had previously shown to be strongly enriched in hair cells [48] and having RPKM higher than 3000. Moreover, consistent with our previous observation that DAPT treatment of cochlear cultures largely works through the Notch pathway [19], GO analysis of the down-regulated supporting cell-specific genes after DAPT treatment featured many Notch pathway members (Table 11). In stark contrast, when P5 cochleas were treated with DAPT, we only observed 20 supporting cell-specific genes that were changed significantly, with 2 transcripts up-regulated and 18 down-regulated (S1D Fig and Table 12). Moreover, many of these genes were expressed at extremely low levels compared to younger supporting cells–for example, although *Hes5* still showed a significant down-regulation after DAPT treatment of P5 cochleas, its normalized expression (in RPKM) changed from 120 to 3 after DAPT treatment, whereas its levels in P1 supporting cells was over 6,600 (Table 1). To validate our data sets, we cultured P0 cochleas in the presence or absence of DAPT for 24 hours and then analyzed changes in some of the supporting cell-specific genes by whole mount *in situ* hybridization (Fig 3). Of the genes evaluated, *Ttyh1* exhibited the strongest change in *in situ* signal, consistent with the RNA-seq data where its normalized level in RPKM dropped from 13941 to 1689. Similarly *Anxa5*, *Daam2*, *Inhba*, *Igfbp3 and Tsga14* also decreased and resembled their decrease in RPKM seen after DAPT treatment. Consistent with our previous observations that the apex of the neonatal cochlea is more sensitive to Notch inhibition than the base [19], the genes evaluated showed more significant decreases in signal in the apex of the DAPT-treated cochleas than the base with the exception of *Anxa5* that showed a more diffuse decrease in the signal from apex to base. Taken together, our data confirm that the Notch signaling pathway is functionally dismantled in supporting cells between P1 and P6 such that Notch inhibition leads to barely perceptible transcriptional changes in P6 mature supporting cells.

**Fig 3:**
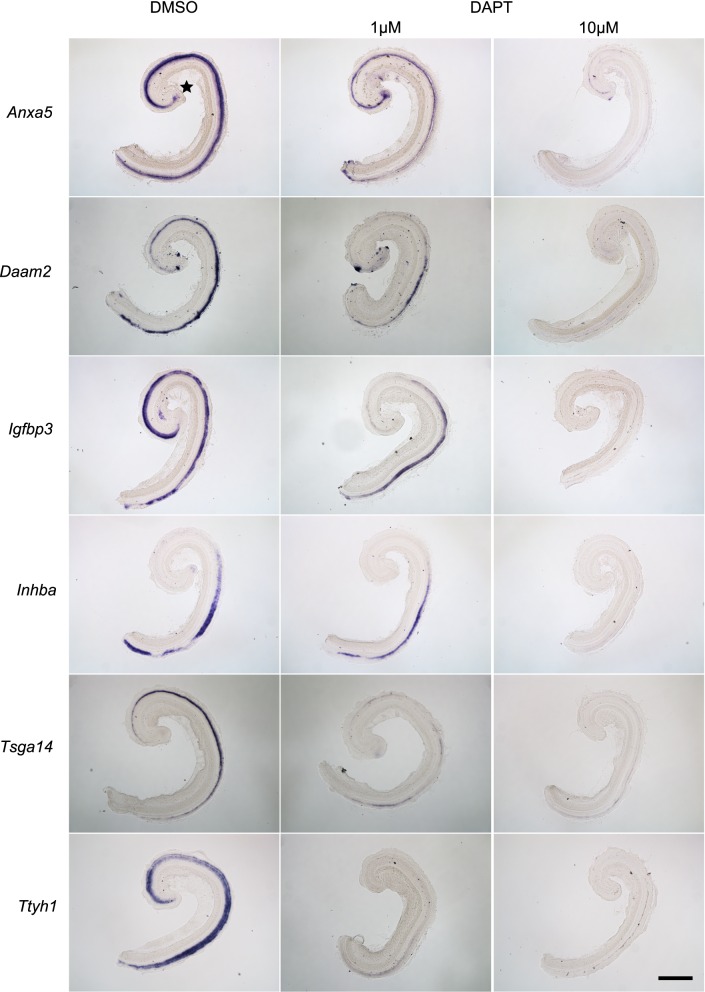
Gene expression changes in P0 supporting cells in response to Notch inhibition. Demonstration of rapid down-regulation by *in* situ hybridization of six supporting cell-specific genes in P0 cochleas after 24 hours of culture in DAPT versus DMSO controls. Scale Bar: 500 μm. Star: apex tip.

**Table 9:** Top 20 down-regulated genes after DAPT treatment in P0 Lfng-GFP^+^ cells.

Rank	Gene symbol	DMSO Mean GFP^+^ (RPKM)	DAPT Mean GFP^+^ (RPKM)	Fold change DAPT vs DMSO	*p*-adj
**1**	*Tal1*	2983.37	2.56	0.0009	8.77E-181
**2**	*Cysltr2*	3834.07	22.16	0.0058	9.07E-148
**3**	*Pdzk1ip1*	2814.84	19.02	0.0068	5.70E-127
**4**	*Heyl*	4828.46	224.34	0.0464	1.55E-102
**5**	*Prss23*	4249.27	215.01	0.0508	1.72E-95
**6**	*Gstm1*	4572.23	331.06	0.0723	2.42E-80
**7**	*Gm10800*	74333.61	8438.92	0.1134	2.45E-77
**8**	*2310022B05Rik*	8186.49	813.73	0.0994	3.14E-74
**9**	*Dgat2*	1061.61	21.63	0.0203	5.69E-70
**10**	*Syt6*	6254.68	431.84	0.0689	6.15E-70
**11**	*Slitrk2*	1253.99	38.20	0.0304	3.02E-69
**12**	*Ttyh1*	13940.83	1688.84	0.1207	8.12E-68
**13**	*Pdgfrb*	2128.79	118.91	0.0559	2.74E-67
**14**	*Ccdc80*	3066.68	252.98	0.0825	2.10E-66
**15**	*AC131780*.*2*	6376.16	723.02	0.1134	2.31E-64
**16**	*Rab3b*	5451.58	600.43	0.1103	8.92E-64
**17**	*Nrarp*	1389.90	68.84	0.0494	2.34E-61
**18**	*Dkk3*	3824.89	424.10	0.1111	2.32E-58
**19**	*Sema5a*	2652.79	252.04	0.0947	6.94E-56
**20**	*Eno1*	3363.46	382.22	0.1134	3.34E-55

List of the 20 genes showing the greatest down-regulation in P0 *Lfng-GFP*^*+*^ cells after 24 hours DAPT treatment compared P0 *Lfng-GFP*^*+*^ cells treated with DMSO vehicle. Ranking is based on the *p* value. The mean expression level (RPKM) is shown, together with the fold change versus DMSO-treated cells. *p-*adj = adjusted *p*-value for the difference between DAPT and DMSO-treated populations.

**Table 10:** Top 20 up-regulated genes after DAPT treatment in P0 Lfng-GFP^+^ cells.

Rank	Gene symbol	DMSO Mean GFP^+^ (RPKM)	DAPT Mean GFP^+^ (RPKM)	Fold change DAPT vs DMSO	*p*-adj
**1**	*AC123795*.*1*	134.87	18009.79	133.44	3.21E-186
**2**	*Scn11a*	83.16	6687.08	80.45	8.07E-178
**3**	*Ush2a*	685.76	26222.34	38.32	1.77E-168
**4**	*Fam70b*	207.23	7185.86	34.78	9.23E-138
**5**	*Vwa5b2*	101.49	4564.69	44.94	7.78E-136
**6**	*Srrm4*	249.11	6795.38	27.28	9.01E-124
**7**	*P2rx3*	49.28	2547.23	51.63	4.06E-115
**8**	*Gas6*	251.21	5474.75	21.86	3.31E-97
**9**	*Myo3a*	365.31	6215.50	17.03	1.57E-96
**10**	*Thsd7b*	457.96	11936.04	25.99	5.86E-95
**11**	*Eya2*	33.79	1702.55	50.56	5.03E-94
**12**	*6330503K22Rik*	1044.82	19337.03	18.51	4.62E-88
**13**	*Gadd45g*	31.74	1444.82	45.57	6.97E-84
**14**	*Mobkl2b*	307.36	4600.97	14.93	8.34E-84
**15**	*Myo7a*	348.85	5023.23	14.42	2.21E-83
**16**	*Atoh1*	133.28	5021.72	37.79	2.49E-79
**17**	*Atp8a1*	2348.26	22393.66	9.51	7.43E-79
**18**	*Pole*	1944.59	18385.23	9.45	3.89E-77
**19**	*Jag2*	98.59	3275.67	33.13	1.01E-75
**20**	*Slc16a5*	58.11	1531.35	26.35	1.14E-71

List of the 20 genes showing the greatest up-regulation in P0 *Lfng-GFP*^*+*^ cells after 24 hours DAPT treatment compared P0 *Lfng-GFP*^*+*^ cells treated with DMSO vehicle. Ranking is based on the *p* value. The mean expression level (RPKM) is shown, together with the fold change versus DMSO-treated cells. *p-*adj = adjusted *p*-value for the difference between DAPT and DMSO-treated populations.

**Table 11:** Biological processes (BP) GO terms represented in the list of transcripts down-regulated after DAPT treatment of P0 Lfng-GFP^+^cells that were also enriched in P1 Lfng-GFP^+^cells.

Representative GO Term description (REVIGO Output)	Term ID	Included GO Term descriptions (DAVID Output)	Genes represented	log10 p value
Notch signaling pathway	GO:0007219	Notch signaling pathway	*Notch3*, *Notch1*, *Hey1*, *Heyl*, *Hey2*, *Cntn1*, *Jag1*	-6.4222
	GO:0008593	Regulation of Notch signaling pathway	*Hey2*, *Fgf10*, *Jag1*	-3.1195
	GO:0016055	Wnt signaling pathway	*Fzd9*, *Sfrp1*, *Frzb*, *Fzd4*, *Wnt7a*	-2.3026
Cell fate commitment	GO:0045165	Cell fate commitment	*Notch3*, *Tal1*, *Notch1*, *Erbb4*, *Hes5*, *Fgf10*, *Sox6*, *Tgfb2*	-4.91
	GO:0048729	Tissue morphogenesis	*Notch1*, *Sfrp1*, *Fgf10*, *Sema3a*, *Nr4a3*, *Jag1*, *Wnt7a*, *Tgfb2*	-3.5865
	GO:0051094	Positive regulation of developmental process	*Tal1*, *Notch1*, *Hey2*, *Jag1*, *Igfbp3*, *Wnt7a*, *Tgfb2*	-3.0288
Cell adhesion	GO:0007155	Cell adhesion	*Egfl6*, *Fblim1*, *Tgfb2*, *Cd9*, *Pgm5*, *Itga6*, *Hes5*, *Fat3*, *Lsamp*, *Ttyh1*, *Cntn1*, *Lamc2*, *Thbs1*	-4.4589
Cell projection organization	GO:0030030	Cell projection organization	*Notch1*, *Itga6*, *Ptprz1*, *Ttyh1*, *Sema3a*, *Slitrk6*, *Tgfb2*	-2.1669

Summary of biological processes GO terms that were significantly represented (p<0.01) in 97 genes enriched in P1 LfngGFP+ cells (filtered list: present in both DESeq and Cufflinks outputs, RPKM>3000, FC>4) and down regulated in P0 LfngGFP+ DAPT 24 hours treated cells (present in DESeq or Cufflinks outputs and FC>2) relative to their DMSO treated counterparts. The biological processes represented were obtained with the DAVID bioinformatics suite and then summarized with the REVIGO tool.

**Table 12:** All significantly up- or down-regulated genes after DAPT treatment in P5 Lfng-GFP^+^ cells.

Rank	Gene symbol	DMSO Mean GFP^+^ (RPKM)	DAPT Mean GFP^+^ (RPKM)	Fold change DAPT vs DMSO	*p*-adj
1	*Fabp7 †*	2378.03	558.00	0.23	3.89E-10
2	*Ttyh1*	5568.39	1810.79	0.33	1.06E-07
3	*2310022B05Rik*	3060.16	1069.78	0.35	1.43E-06
4	*Hes5 †*	120.67	3.21	0.03	1.43E-06
5	*Fzd9*	698.27	171.68	0.25	1.89E-06
6	*Ppp1r2*	8051.64	3088.33	0.38	5.43E-06
7	*Slc6a14*	1948.23	716.35	0.37	5.62E-05
8	*Cysltr2*	157.51	11.46	0.07	0.00011759
9	*Efr3b*	866.96	302.29	0.35	0.0002018
10	*Sez6l*	523.69	148.11	0.28	0.0002018
11	*Ednrb*	1686.11	622.61	0.37	0.0002018
12	*Daam2*	1579.09	376.46	0.24	0.00037462
13	*Eno1*	2183.19	929.87	0.43	0.00057668
14	*Slc2a9*	346.76	53.92	0.15	0.00122798
15	*Pak6 †*	141.12	16.16	0.11	0.00431559
16	*RP23-218C2*.*3*	75.13	3.41	0.05	0.00637716
17	*Srebf1 †*	3809.42	1780.78	0.47	0.00637716
18	*2610020H08Rik †*	3075.63	1446.24	0.47	0.0068551
19	*Dpysl2*	1661.82	3693.20	2.22	0.00120881
20	*Irf4 †*	21.31	188.19	8.82	0.0050224

List of all genes showing the significant up- or down-regulation in P5 *Lfng-GFP*^*+*^ cells after 24 hours DAPT treatment compared P5 *Lfng-GFP*^*+*^ cells treated with DMSO vehicle. Ranking is based on the *p* value. The mean expression level (RPKM) is shown, together with the fold change versus DMSO-treated cells. *p-*adj = adjusted *p*-value for the difference between DAPT and DMSO-treated populations.

† = genes also showing a significant change in DAPT-treated P0 cells (p<0.01).

## Discussion

Mammalian supporting cells undergo a remarkable morphological transformation before the onset of hearing that includes the formation of phalangeal processes by Deiters’ cells and inner phalangeal cells, the integration of supporting cell apical processes into the reticular lamina and the formation of the tunnel of Corti by pillar cells [27, 57, 58]. Although these morphological changes have been well-characterized, the molecular basis of this maturation is far less clear. While much recent attention has been paid to understanding the transcriptome of cochlear and vestibular hair cells, far less is known about the genes expressed by supporting cells as they differentiate and mature. Since the loss of regenerative potential of mouse supporting cells occurs over a similar time period as their maturation [1, 58], it is likely that identifying maturational changes in the supporting cell transcriptome may provide insights into the failure of mammalian hair cell regeneration.

We have characterized the transcriptome of mouse cochlear supporting cells in the first postnatal week. Using *LFng-GFP* transgenic mice, we were able to isolate all major supporting cell populations from P1 and P6 mice with the exception of inner pillar cells (Fig 1A). Using stringent criteria, we identified approximately 500 genes that were significantly enriched in P1 and P6 supporting cells. Although the gene expression profiles differed significantly between P1 to P6, there were many genes expressed in supporting cells at both stages. Instead of a radically different gene expression profile that might be expected between different cell types, the changes observed from P1 to P6 with GO analysis instead showed maturational changes of genes involved in regulation of the cell cycle, differentiation, the cytoskeleton and extracellular matrix. 

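Of the genes past the criteria in either fraction, 1035 were shared by P1 and P6 with the same direction, and 5 had opposite directions. Among genes enriched in GFP+ cells, 589 were enriched at both ages, 617 at P1 alone and 303 at P6 alone. Across genes, the Pearson correlation of log2-scaled counts, relative to the library total, between P1 GFP+ and P6 GFP+ libraries was between 0.974 and 0.976, above the 0.929 to 0.962 between GFP+ and GFP- libraries of different ages. The ratio of GFP+ to GFP- cells differed between the ages for 372 of 19233 genes in edgeR's interaction test at an adjusted p-value below 0.01.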

We identified a number of factors associated with maturation that has not been previously identified in the ear, such as *Tsga14*, *Stmn1*, *Tppp*, *Shroom1*, *Capg*, *Gsn* and *Tnfrsf12a*. 

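Between P1 and P6 the ratio of GFP+ to GFP- cells rose for some of these genes and not for others. The log2 fold changes at P1 were 5.66 for *Tsga14*, 3.46 for *Tppp*, 3.54 for *Shroom1*, 2.78 for *Tnfrsf12a*, 1.14 for *Capg*, -0.84 for *Gsn* and -1.07 for *Stmn1*. At P6 they were 7.12 for *Tsga14*, 5.36 for *Tppp*, 3.07 for *Shroom1*, 3.33 for *Tnfrsf12a*, 2.42 for *Capg*, 2.64 for *Gsn* and 3.09 for *Stmn1*. In the test of the interaction of age and fraction, the change was past the adjusted p-value of 0.01 for *Stmn1* and *Gsn*, while the P1 log2 ratio minus the P6 log2 ratio was -1.88 (p-adj = 0.0818 by edgeR) for *Tppp* and 0.48 (p-adj = 0.452 by edgeR) for *Shroom1*.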

Of note, one of the transcripts most strongly enriched in supporting cells at both P1 and P6 was the *Fgfr3* FGF receptor. 

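*Fgfr3* had 87670 ± 4370.1 normalized counts in P1 GFP+ cells against 933 ± 357 in P1 GFP- cells, and 49867 ± 10686 against 1506 ± 104 at P6. Its log2 fold change was 6.55 at P1 and 5.05 at P6, and the difference between the ages of 1.51 (p-adj = 0.0606 by edgeR) was not past 0.01. *Fgfr3* is among the 20 genes of Table 1 and of Table 2.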

FGFR3 signaling in pillar and Deiters’ cells is important for both the induction and maintenance of the identity of these supporting cells [59–62]. Strikingly, this signaling continues to be required for supporting cell identity in postnatal life, as mutations that change FGFR3 ligand specificity can cause Deiters’ cell–pillar cell transformations after the onset of hearing [63].

Our in situ analysis revealed a large amount of heterogeneity in expression patterns between different supporting cell genes. Although some genes were expressed in many supporting cell types, others were confined to just a few cell types such as pillar cells. In particular, many of the genes enriched in P6 supporting cells were localized to either pillar cells (*Sapcd2*, *Crhr1*, *Rassf6*) or Deiters’ cells (*Gm5887*). 

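At P6, the log2 fold changes of GFP+ over GFP- cells were 9.72 for *Gm5887*, 8.29 for *Crhr1*, 6.28 for *Rassf6* and 5.65 for *Sapcd2*. The normalized counts in P6 GFP+ cells were 17477 ± 992 for *Gm5887*, 10772 ± 666 for *Crhr1*, 7336 ± 1571 for *Rassf6* and 15359.8 ± 4185 for *Sapcd2*. All 4 genes were also past the criteria at P1, where *Crhr1* had 980.3 ± 8.27 normalized counts in GFP+ cells and *Rassf6* had 2035 ± 65.2. Sorted GFP+ cells pool the supporting cell types, so these libraries hold no value for pillar cells or Deiters' cells alone.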

Recent advances in single cell transcriptome analysis have started to provide insights into supporting cell sub-populations [40, 64], and the availability of new markers for individual supporting cell types will allow for a more detailed characterization of their transcriptomes. Moreover, the known variations in hair cell gene expression along the tonotopic axis of the cochlea [65–68] are likely to have counterparts in the surrounding supporting cells, and it is likely that single cell analysis of supporting cell transcriptomes may reveal such gradients in the future.

Our study also confirms the importance of expression-based validation of RNA-seq data. In a previous study, we showed that only about 50% of genes shown to be enriched in neonatal hair cells gave specific or detectable signal in hair cells by in situ hybridization [48]. In the present study, we once again showed that only approximately 50% of genes identified as being enriched in supporting cells actually gave a specific in situ signal. While this may be due in part on technical artifacts arising from the choice of in situ probes or hybridization conditions, it is also a consequence of focusing on the degree of *differential* rather than *absolute* expression, whereby broadly expressed genes may still be expressed at higher levels in supporting cells.

Both the Notch and Wnt pathways have been suggested to regulate the differentiation of hair cells and supporting cells [50, 69] and manipulation of both pathways has been reported to increase both supporting cell proliferation and trans-differentiation into hair cells [13, 50, 52]. We previously showed that the mouse cochlear supporting cells become unresponsive to Notch inhibition in the first postnatal week, and that at least some components of the Notch pathway are down-regulated in supporting cells during this period [19]. Our current data confirms a clear down-regulation of signaling components in both the Notch and Wnt pathways between P1 and P6 (Table 8), which suggests that the number of transcriptional changes in supporting cells following Notch inhibition in P5 cochlear cultures was likely to be small. 

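Between P1 and P6 GFP+ cells, 8 of the 12 Notch pathway genes of Table 8 fell and their median log2 fold change was -0.74, while 4 of the 7 Wnt pathway genes fell with a median of -0.40. For *Frzb*, the normalized counts were 2035 ± 187 in P6 GFP+ cells and 8636 ± 586 in P1 GFP+ cells, with a log2 fold change of -2.08 (standard error 0.14, p-adj = 0.00273 by edgeR). *Sfrp1* showed a log2 fold change of -1.41 (standard error 0.15, p-adj = 0.00606 by edgeR), from 13192 ± 198 normalized counts in P6 GFP+ cells and 34978 ± 718 in P1 GFP+ cells. *Fzd4* measured 2826 ± 373 normalized counts in P6 GFP+ cells against 6614 ± 764 in P1 GFP+ cells, and its log2 fold change was -1.23 (standard error 0.16, p-adj = 0.0101 by edgeR). *Wnt7a* had 5375 ± 1084 normalized counts in P6 GFP+ cells and 7066 ± 212 in P1 GFP+ cells, a log2 fold change of -0.40 (standard error 0.17, p-adj = 0.163 by edgeR). The other Wnt pathway genes had log2 fold changes of 0.07 for *Kremen1*, 0.44 for *Fzd6* and 0.53 for *Wnt7b*, none with p-adj below 0.01 by edgeR. With library totals in place of TMM normalization, *Kremen1* had the opposite sign, at -0.026. The Wnt median lay at percentile 4.70 of random lists matched on mean expression, and at percentile 16.2 with a median of -0.24 after a GFP- share was subtracted from the GFP+ libraries, a setting chosen after seeing the data. Among other genes enriched in GFP+ cells at P1, the Wnt genes lay at percentile 32.6 and the Notch genes at percentile 8.9. In GFP- cells the Wnt genes rose with a median of 0.74, at percentile 99.9 of the random lists. From a down-regulation of components of both pathways, the paper proposes that few transcriptional changes would follow Notch inhibition in the older cultures.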

Our RNA-seq data of DAPT-treated cochleas now provide a striking confirmation of this hypothesis: although over 2,000 genes were either up- or down-regulated in supporting cells by DAPT treatment of P0 cochlear tissue, we only saw 20 genes change in treated P5 cochlear supporting cells. Moreover, of these 20 genes, only 13 had expression levels >500 RPKM. These results suggest that towards the end of the first postnatal week, blockade of the Notch pathway has essentially no effect on supporting cell transcription. However, we would caution that our experiments were performed on intact cochlear tissue in which hair cells remained alive, and it is possible that the loss of hair cells might trigger changes in supporting cells in which the Notch pathway was wholly or partly re-engaged. Indeed, a recent study suggest that treatment of the noise-damaged adult cochlea with gamma secretase inhibitors promoted some trans-differentiation of supporting cells into hair cells [70]. It remains to be determined conclusively whether this effect is specific to the Notch pathway, and whether hair cell loss is necessary for this response to occur. It is also notable that adult vestibular supporting cells are capable of expressing at least some markers of hair cells after gamma secretase treatment [71, 72]. It will therefore be profitable to compare the transcriptomes of supporting cells from different vestibular organs to their cochlear counterparts at different ages, and to compare the epigenetic state of hair cell loci in these different populations of supporting cells as a first step to understand the molecular basis for the different propensities of these cells for trans-differentiation into hair cells.

## Supporting Information

S1 Fig Analysis of P0 and P5 supporting cells response to Notch inhibition. (A): Surface preps of LfngGFP+ cochlear explants. Sensory epithelium retains its GFP expression after culture for 24 hours in either the gamma secretase inhibitor DAPT or DMSO vehicle control. (B): Diagram of the supporting cells recognized from the top of the epithelium. (C): Diagram of the experimental design. P0 or P5 cochleas were dissected and cultured. Explants were then dissociated and sorted for GFP fluorescence and the GFP+ and GFP- fractions used to make RNA-seq libraries. (D): Summary of differentially expressed transcript comparisons in each experimental condition.
(TIF) Click here for additional data file.

S1 Table PCR primers used to generate DNA templates for the synthesis of probes for in situ hybridization. For each gene, forward and reverse PCR primers are given, together with the predicted size of the band generated from PCR with mouse genomic DNA. All reverse primers contain a T7 polymerase sequence at their 5’ end (GGATCCTAATACGACTCACTATAGGGAG).
(XLSX) Click here for additional data file.

S2 Table The entire processed transcriptome for P1 and P6 sorted Lfng-GFP cells. Sheet 1 shows the analysis performed on the data with DESeq for both P1 and P6 cells. Sheet 2 shows the analysis performed with Cufflinks on P1 cells and Sheet 3 shows the same Cufflinks analysis on P6 cells.
(XLSX) Click here for additional data file.

S3 Table The entire processed transcriptome for sorted Lfng-GFP cells from P0 and P5 cochleas cultured in DMSO or DAPT. Sheet 1 shows the analysis performed on the data with DESeq for both P0 and P5 cells. Sheet 2 shows the analysis performed with Cufflinks on P0 cells and Sheet 3 shows the same Cufflinks analysis on P5 cells.
(XLSX) Click here for additional data file.

S4 Table Sample list of known supporting cell genes whose transcripts are enriched in either P1 or P6 Lfng-GFP+ supporting cells. The gene name is indicated, together with the expression level (reads per kilobase of transcript per million mapped reads; RPKM; DESeq output only) and its fold change compared to GFP- cells. p-adj = adjusted p-value for the difference between GFP+ and GFP- populations.

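Of the 15 genes in S4 Table, 14 were past the criteria at P1 and 13 at P6. *Heyl* (ENSMUSG00000032744, chromosome 4, 122910799 to 122927118) had 11097 ± 609.7 normalized counts in GFP+ cells and 2039 ± 225 in GFP- cells at P1, a log2 fold change of 2.44 (standard error 0.11, p-adj = 3.03e-05 by edgeR). For *Sox21* (ENSMUSG00000061517, chromosome 14, 118632454 to 118636252), the normalized counts at P1 were 7848 ± 427 in GFP+ cells and 457 ± 293 in GFP- cells, with a log2 fold change of 4.08 (standard error 0.44, p-adj = 0.000597 by edgeR). *Aqp4* (ENSMUSG00000024411, chromosome 18, 15547903 to 15562193) showed a log2 fold change at P1 of 5.10 (standard error 0.32, p-adj = 7.44e-05 by edgeR), from 749 ± 39.0 normalized counts in GFP+ cells and 20.7 ± 10.1 in GFP- cells. *Ngfr* (ENSMUSG00000000120, chromosome 11, 95430132 to 95449049) measured 1498 ± 152 normalized counts in GFP+ cells against 1225 ± 805 in GFP- cells at P1, and its log2 fold change was 0.28 (standard error 0.43, p-adj = 0.613 by edgeR). At P6, the log2 fold changes of these genes were 3.81 for *Heyl*, 3.45 for *Sox21*, 0.75 for *Aqp4* and 2.77 for *Ngfr*, and *Aqp4* was not past the criteria (p-adj = 0.0941 by edgeR). The P1 GFP- replicates of *Ngfr* had 656 and 1794 normalized counts. The P1 log2 ratio minus the P6 log2 ratio was -1.35 (p-adj = 0.00702 by edgeR) for *Heyl*, 4.38 (p-adj = 0.00254 by edgeR) for *Aqp4* and -2.47 (p-adj = 0.0440 by edgeR) for *Ngfr*. The table gives its expression level as RPKM, and 1 GFP+ mean per gene of the paper's Tables 1 to 4, 80 values in all and those of P1 in Tables 3 and 4, matched counts divided by DESeq2 size factors, with no division by gene length, to within 0.00534%.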

(DOCX) Click here for additional data file.

S5 Table P1 and P6 consensus lists of supporting cells genes. Consensus lists of genes enriched in FACS sorted Lfng-GFP+ cells from postnatal day 1 (P1; 1884 genes) and postnatal day 6 (P6; 1278 genes) mouse cochlea compared to Lfng-GFP-negative cells. 

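The P1 consensus list in S5 Table holds genes with fold changes in both directions, enriched in GFP+ or in GFP- cells. In edgeR's quasi-likelihood test with the same criteria, 3331 genes were past them at P1, 1206 enriched in GFP+ and 2125 in GFP- cells, and 1459 at P6, 892 enriched in GFP+ and 567 in GFP- cells. With the glmTreat test these totals were 1500 at P1 and 191 at P6.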

Analysis of the sequencing reads was performed by two different approaches. (1) Reads were mapped to the Mus musculus NCBI build37.2 iGenome (Ilumina) using TopHat 2.0 software (Trapnell et al., 2009; Trapnell et al., 2012) and the mapped reads were quantitated and compared using Cufflinks 2.0 providing differential gene expression data and statistics. (2) Reads were aligned to the Mus musculus Ensembl mm9 iGenome (Ilumina) using TopHat 1.4.1 software and the number of reads per gene and per library was obtained using DESeq program. After comparing the level of expression of each gene within each pair of related libraries (GFP+ versus GFP- for P1 and P6 cells), the most significant differentially expressed genes (DEG) were annotated and analyzed separately for both approaches. A consensus list of DEGs common to both methods of analysis was then generated. A significantly DEG was considered to have an RPKM higher than 3000, Fold Change (FC) higher than 4 and p value and FDR < 0.01. Duplicate samples of Lfng-GFP+ and GFP- sorted cells were prepared for P1 and P6. Approximately 60,000 sorted cells were as starting material to generate approximately 100–600 ng RNA (measured by Nanodrop spectrophotometer). cDNA libraries for RNAseq were generated using RNA Seq Truseq RNA sample preparation kit v2 (Illumina) following the low sample protocol for RNA extraction, cDNA synthesis, indexing and amplification. The quality and integrity of RNA samples and the final quality of the sequencing libraries was checked by electrophenogram in an Agilent Bioanalyzer. Paired-end sequencing was performed in HiSeq2000 sequencing platform (Illumina). Fastq files of paired end reads have been deposited in the NCBI GEO database, Accession No. GSE83357.
(XLS) Click here for additional data file.

S6 Table P1 versus P6 LfngGFP+ consensus list of DEG. 

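The list in S6 Table for P1 against P6 holds 338 genes, and in the GFP+ libraries all 338 changed in the direction the paper reports. The paper drew that list from the same libraries, so this is not a separate test. Past the criteria were 64 of the 79 genes higher at P1 and 211 of the 259 genes higher at P6. Enrichment of the same genes in GFP+ cells was checked in the fits of GFP+ against GFP- cells, where 50 of the genes higher at P1 were enriched in GFP+ cells at P1, 91 of those higher at P6 were enriched in GFP+ cells at P6 and 16 of those higher at P6 were enriched in GFP- cells. Of the 906 genes in the list for both ages, 590 were past the criteria at both ages in the same direction.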

Consensus list of genes enriched in Lfng-GFP+ supporting cells that were differentially expressed between P1 and P6. Data was obtained from the analysis described in S5 Table caption above, but now genes enriched in supporting cells were compared for changes between P1 and P6.
(XLS) Click here for additional data file.

S7 Table Summary of supporting cell gene candidates validated by in situ hybridization. For each gene, its expression at P1 and P6 (RPKM) together with the fold enrichment between GFP+ and GFP- cell populations is shown, together with expression pattern in the cochlea (SC, supporting cell; HC, hair cell; GER, greater epithelial ridge; SV, stria vascularis; Ubi, ubiquitous expression; No, no detectable signal; ND = not determined). 

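The fold enrichment in S7 Table is the ratio of GFP+ to GFP- cells at each age. For *Wnt7a*, *Inhba* and *Tppp*, which the table lists beside the 15 genes named in the text, the log2 fold changes at P1 were 5.53, 6.63 and 3.46, and at P6 they were 6.99, 3.91 and 5.36. The P6 GFP+ replicates of *Inhba* had 1136 and 2259 normalized counts. At P6, *Daam2* was equal in both fractions within error, with a log2 fold change of -0.04 (standard error 0.21, p-adj = 0.904 by edgeR).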

NS: p>0.01.
(DOCX) Click here for additional data file.

S8 Table Summary of transcriptional changes after DAPT treatment of P0 cochlear organ cultures. P0 Lfng-GFP cochlear cultures were maintained for 24 hours in DAPT or DMSO, followed by FACS sorting for GFP fluorescence. DESeq was used to identify transcripts enriched in cultures treated with either DAPT or DMSO. The table shows a list of 2088 genes enriched in Lfng-GFP+ cells that were significantly altered in DAPT-treated cultures compared to DMSO controls. Up-regulated transcripts after DAPT treatment are highlighted in red; down-regulated transcripts are highlighted in green. Duplicate samples of LfngGFP+ and GFP- sorted cells were prepared for postnatal day 0 (P0) and postnatal day 5 (P5) cultured for 24 hours in DMSO or DAPT (10uM). 10,000–20,000 sorted cells were used as starting material to generate approximately 100–600 ng RNA (measured by Nanodrop spectrophotometer). cDNA received an initial amplification using the NuGen Ovation Kit. cDNA libraries for RNAseq were generated using RNA Seq Truseq RNA sample preparation kit v2 (Illumina) following the low sample protocol for RNA extraction, cDNA synthesis, indexing and amplification. The quality and integrity of RNA samples and the final quality of the sequencing libraries was checked by electrophenogram in an Agilent Bioanalyzer. Paired-end sequencing was performed in HiSeq2000 sequencing platform (Illumina). Fastq files of paired end reads have been deposited in the NCBI GEO database, Accession No. GSE83357. Reads were aligned to the Mus musculus Ensembl mm9 iGenome (Ilumina) using TopHat 1.4.1 software and the number of reads per gene and per library was obtained using DESeq program. After comparing the level of expression of each gene within each pair of related libraries, the most significant differentially expressed genes (DEG) were annotated and analyzed separately for both approaches. In order to find genes significantly changing in isolated Lfng-EGFP+ cells obtained from cultured explants (treated or not with DAPT), the level of DEG significance was a FC higher than 2 and a p value and FDR < 0.01.
(XLS) Click here for additional data file.

# Supplementary material for: Transcriptomic Analysis of Mouse Cochlear Supporting Cell Maturation Reveals Large-Scale Changes in Notch Responsiveness Prior to the Onset of Hearing
**Source:** PLoS One. 2016 Dec 5;11(12):e0167286. doi: 10.1371/journal.pone.0167286
**Supplement:** S4 Table — The gene name is indicated, together with the expression level (reads per kilobase of transcript per million mapped reads; RPKM; DESeq output only) and its fold change compared to GFP- cells. p-adj = adjusted p-value for the difference between GFP+ and GFP- populations.

**S4 Table: Previously described supporting cell genes expressed in Lfng-EGFP+ cells during the first postnatal week**

|  | ***Postnatal Day 1*** | | | ***Postnatal Day 6*** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Supporting Cell Genes** | **Expression in Lfng-GFP^+^ (RPKM)** | **Fold change (GFP^+^vs GFP^-^)** | ***p-*adj** | **Expression in Lfng-GFP^+^ (RPKM)** | **Fold change (GFP^+^vs GFP^-^)** | ***p-*adj** | **References** |
| *Hes5* | 6663.27 | 306.73 | 1.68E-16 | 737.46 | 174.97 | 4.39E-24 | Zine and de Ribaupierre, 2002 |
| *Lfng* | 109921.44 | 112.4 | 2.50E-252 | 117586.92 | 81.79 | 2.31E-10 | Zhang et al., 2000 |
| *Fgfr3* | 86721.79 | 92.49 | 1.44E-275 | 49608.94 | 33.2 | 1.18E-18 | Mueller et al., 2002 |
| *Prox1* | 22603.65 | 43.67 | 2.53E-144 | 4088.87 | 32.69 | 4.72E-09 | Bermingham-McDonogh et al., 2006 |
| *Hey1* | 22093.29 | 25.21 | 6.75E-160 | 9892.38 | 4.35 | 0.000014 | Hayashi et al., 2008; Li et al., 2008; Doetzlhofer et al., 2009 |
| *Sox2* | 25105.72 | 22.85 | 5.82E-153 | 12351.66 | 8.46 | 7.83E-12 | Kiernan et al., 2005b; Oesterle et al., 2008 |
| *Jag1* | 81967.23 | 19.58 | 2.12E-105 | 47865.16 | 17.31 | 9.94E-43 | Zine et al., 2000 |
| *Sox21* | 7762.45 | 16.88 | 3.81E-116 | 3997.84 | 10.94 | 4.98E-08 | Hosoya et al., 2011 |
| *Hey2* | 7358.57 | 12.92 | 1.09E-102 | 6735.09 | 10.27 | 1.79E-24 | Hayashi et al., 2008; Li et al., 2008; Doetzlhofer et al., 2009 |
| *Lgr5* | 18883.92 | 12.13 | 1.92E-20 | 11902.63 | 9.7 | 7.56E-28 | Chai et al., 2011 |
| *Cdkn1b* | 31099.06 | 8.34 | 8.20E-83 | 22405.84 | 5.6 | 4.48E-17 | Chen and Segil, 1999; Lowenheim et al., 1999 |
| *Heyl* | 10975.11 | 5.36 | 1.29E-52 | 17507.57 | 14.06 | 3.49E-37 | Hayashi et al., 2008; Li et al., 2008; Doetzlhofer et al., 2009 |
| *Notch1* | 47252.67 | 4.36 | 1.00E-44 | 14809.73 | 1.650383 | 0.208748 | Murata et al., 2006 |
| *Aqp4* | 741.23 | 35.66 | 5.89E-69 | 452.4991 | 1.673351 | 0.165892 | Huang et al., 2002 |
| *Ngfr* | 1481.601 | 1.201585 | 1 | 2659.19 | 6.81 | 2.83E-18 | von Bartheld et al., 1991 |

# Supplementary material for: Transcriptomic Analysis of Mouse Cochlear Supporting Cell Maturation Reveals Large-Scale Changes in Notch Responsiveness Prior to the Onset of Hearing
**Source:** PLoS One. 2016 Dec 5;11(12):e0167286. doi: 10.1371/journal.pone.0167286
**Supplement:** S7 Table — For each gene, its expression at P1 and P6 (RPKM) together with the fold enrichment between GFP+ and GFP- cell populations is shown, together with expression pattern in the cochlea (SC, supporting cell; HC, hair cell; GER, greater epithelial ridge; SV, stria vascularis; Ubi, ubiquitous expression; No, no detectable signal; ND = not determined). NS: p>0.01.

**S7 Table: In situ validation of supporting cell gene candidates at P1 and P6**

| **Gene** | **P1 Cell Type Expression** | **P1 GFP+ Expression**  **(RPKM)** | **P1 Fold Change** | **P6 Cell Type Expression** | **P6 GFP+ Expression**  **(RPKM)** | **P6 Fold Change** |
| --- | --- | --- | --- | --- | --- | --- |
| *Anxa5* | SC, SV | 41188.14 | 7.20 | GER, SV | 57073.61 | 7.25 |
| *B4galnt3* | SC, GER | 36412.04 | 14.34 | SC, GER | 26426.04 | 13.51 |
| *Crhr1* | Ubi | 969.60 | 67.68 | SC | 10718.38 | 310.72 |
| *Daam2* | SC | 48050.49 | 10.60 | No | 7690.45 | 0.98^NS^ |
| *Gm5887* | Ubi | 7392.25 | 154.81 | SC | 17389.04 | 850.84 |
| *Gpc1* | SC, GER, LER | 46693.28 | 9.00 | No | 10114.52 | 1.78^NS^ |
| *Igfbp3* | SC, GER | 82193.80 | 21.75 | ND | 70128.52 | 18.25 |
| *Igfbp5* | SC, GER, LER | 387077.54 | 4.07 | ND | 199707.92 | 1.57^NS^ |
| *Inhba* | SC | 4837.93 | 100.20 | ND | 1690.11 | 15.01 |
| *Rassf6* | Ubi | 2012.60 | 19.07 | SC | 7298.55 | 77.97 |
| *Raver2* | SC, HC | 36964.09 | 14.77 | No | 4570.41 | 3.08^NS^ |
| *Sapcd2* | Ubi | 4046.79 | 11.92 | SC | 15279.43 | 50.42 |
| *Skp1a* | SC, LER | 62393.42 | 6.51 | SC, GER, LER | 142556.98 | 7.80 |
| *Slitrk6* | SC | 47604.15 | 120.46 | No | 35908.27 | 36.59 |
| *Tgfb2* | SC, GER | 44591.12 | 7.07 | ND | 15425.88 | 1.97^NS^ |
| *Tmprss3* | SC, HC | 14849.67 | 50.63 | SC | 15912.06 | 42.17 |
| *Tppp* | Ubi | 2370.07 | 11.11 | SC | 4647.09 | 41.33 |
| *Tsga14* | SC | 39687.92 | 49.87 | SC | 79752.75 | 139.51 |
| *Ttyh1* | SC, GER | 38270.96 | 9.35 | No | 17669.90 | 9.14 |
| *Uchl1* | SC | 25282.67 | 10.05 | SC | 15780.27 | 14.23 |
| *Wnt7a* | Ubi | 10897.69 | 46.84 | SC | 7143.40 | 125.77 |

How the deposited data were processed for this re-analysis (not part of the article)

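RNA-seq counts were used from GFP+ and GFP- cells sorted from the cochleas of P1 and P6 *Lfng-GFP* mice, with 2 replicate libraries in each of the 4 groups. The deposited values are raw counts per Ensembl gene, which the authors obtained by aligning the reads to the mm9 (NCBIM37) genome with TopHat and counting reads per gene, with no normalization. Reads on no gene, on more than 1 gene or aligned at more than 1 place are listed apart from the genes and were left out of all tests, so counts of genes with near-identical copies are uncertain. The counting mode was not found in the methods or the labels. The libraries held from 17769024 to 67695039 counts on genes, so a gene with few normalized counts is known with little precision and its fold change is a rough estimate. Samples were grouped by the age and fraction in their labels.

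Gene symbols, positions, exon lengths and GC content came from the NCBIM37 annotation, which held 34391 of the 36536 genes, and symbols of 7 further genes came from the paper's supplementary tables. The tools were R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9. Each comparison of groups was fitted on its 4 libraries with edgeR, using filterByExpr (minimum count 10, minimum total count 15), TMM normalization and the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were counted as past the criteria when p and the adjusted p-value were below 0.01 and the fold change was above 4. A normalized count is the count divided by the effective library size, scaled to the mean of the comparison, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. The difference between the ages in the ratio of GFP+ to GFP- cells was tested as the interaction of age and fraction over all 8 libraries. The change of a gene list was given as its median log2 fold change and its percentile among 10000 random lists matched on mean expression in 20 bins.

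The text names the genes that the paper names for freshly isolated cells, and in each comparison the 3 genes per direction with the largest change among those past the criteria with a mean of at least 100 normalized counts in the higher group. Genes that the paper lists only under GO terms are given as counts. The procedure was tested on simulated data with 200 changed genes, of which edgeR recovered 97.5% in the P1 layout and 95.5% in the P6 layout with 0 false calls, and glmTreat recovered 68% and 73.5%. The interaction test recovered 93% with 2 false calls. Every simulated gene had the same spread between replicates, and the changed genes were all changed by more than the 4-fold criterion. These rates therefore say little about the error rates in the real libraries.

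The alternatives tried were DESeq2's size factors or library totals in place of TMM, the DESeq2 test, no filter on low counts, all 8 libraries in the fit, a replicate block, glmTreat against a fold change of 4, thinning to the smallest library, counting only genes enriched in GFP+ cells, and leaving out each replicate in turn. A subtraction of a GFP- share from the GFP+ libraries and a crossed replicate block were chosen after seeing the data. The comparison with Cufflinks, the DAVID analysis and the quantitative PCR were not repeated, and the DAPT cultures were not analysed here beyond the gene lists in S8 Table.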

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

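The tests of RNA of GFP- cells in P6 GFP+ replicate 2, of a mislabelled sample, of a uniform admixture, of the ratio differences that stayed after subtraction, of the stria vascularis, bone and cartilage and cell cycle lists, and of the spread between P6 replicates were chosen only after the result was seen.

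The paper checked the sorted fraction by quantitative PCR of *Myo6* and *Prox1*, and no RNA-seq values for marker lists of other cell types were found in it. Between P1 and P6 GFP+ cells, marker genes of 8 other cell types or tissues rose by a median log2 fold change of 2.92 for erythroid cells, 2.65 for macrophages, 1.51 for glia, 2.40 for mesenchyme, 5.19 for melanocytes, 2.55 for endothelial cells, 4.70 for bone and cartilage and 1.36 for the stria vascularis. Not all lists rose, since neuron genes had a median of 0.12 (percentile 68.1 of matched lists), cell cycle genes 0.09 (percentile 61.0) and hair cell genes -0.49 (percentile 0.02). In GFP- cells the neuron and cell cycle lists fell, by a median log2 of -1.91 and -1.74, so their share of the GFP- level still rose. Neuron genes were at 11.6% and 10.5% of it in P1 GFP+ cells and at 34.3% and 61.7% in P6 GFP+ cells. Cell cycle genes were at 7.37% and 5.92% at P1 and at 19.5% and 40.9% at P6. The rise of marker genes was uneven between the P6 GFP+ replicates, with mesenchyme genes at 5.29% of their GFP- level in replicate 1 and 19.1% in replicate 2. A candidate explanation is RNA of GFP- cells in the P6 GFP+ libraries, more of it in replicate 2. Genes at least 16-fold higher in GFP- cells at P1 were higher in replicate 2 than in replicate 1 by a median log2 of 1.04. This median stayed at 1.04 with every library thinned to the smallest total and at 1.05 without the 100 genes with most counts, and it lay at percentile 100 of lists matched on GC content, gene length and counts. A swapped label was excluded, since *Lfng* in replicate 2 was 63.6 times its level in P6 GFP- cells. In replicate 2, the 5 lists below 5% of their GFP- level in both P1 GFP+ libraries (erythroid, bone and cartilage, mesenchyme, macrophage and melanocyte) were between 14.4% and 21.7% of it. Neuron genes were at 61.7%, glia genes at 131%, endothelial genes at 198% and stria vascularis genes at 359%. Stria vascularis genes were at 116% and 101% in P1 GFP+ cells already and at 56.3% in P6 GFP+ replicate 1, so their share rose in replicate 2 alone. Over all lists but those of hair cells and the cell cycle, the values in replicate 2 differed 24.9-fold. From replicate 1 to replicate 2 these lists gained between 7.76% and 303% of their GFP- level, a 39.0-fold difference, with 75.6% for glia and 154% for endothelial cells, so a uniform admixture of the sorted GFP- cells does not account for all of it, and which cells contributed was not determined. After subtraction of a GFP- share, 7 of the 12 genes higher at P6 and also enriched in GFP- cells at P6 (58.3%) lost their 4-fold difference, but the subtraction lowers such genes most whatever the cause. A biological change with age in these genes cannot be told apart from RNA of GFP- cells.

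The ratio of GFP+ to GFP- cells differed between P1 and P6 for 372 genes, which stood out because the difference itself was tested. Among the named genes, the P1 log2 ratio minus the P6 log2 ratio was 2.95 for *Lor* (p-adj = 0.00831 by edgeR), 2.69 for *Fzd4* (p-adj = 0.00141 by edgeR), 4.40 for *Frzb* (p-adj = 0.000194 by edgeR) and 1.49 for *Kremen1* (p-adj = 0.00735 by edgeR) in the Notch and Wnt lists. It was 5.87 for *Tal1* (p-adj = 0.000216 by edgeR), 1.48 for *Fam65b* (p-adj = 0.00486 by edgeR), 3.48 for *Daam2* (p-adj = 0.000445 by edgeR), 2.29 for *Raver2* (p-adj = 0.00118 by edgeR), 2.87 for *Fndc7* (p-adj = 0.00457 by edgeR), 2.89 for *Pdzk1ip1* (p-adj = 0.00600 by edgeR), 5.92 for *Syt6* (p-adj = 0.000413 by edgeR) and 4.38 for *Aqp4* (p-adj = 0.00254 by edgeR). The ratio was higher at P6, with a negative difference, of -4.16 for *Stmn1* (p-adj = 0.00134 by edgeR), -3.47 for *Gsn* (p-adj = 0.00324 by edgeR), -2.54 for *Tmc1* (p-adj = 0.00745 by edgeR), -2.05 for *Sapcd2* (p-adj = 0.00657 by edgeR), -2.44 for *Gm5887* (p-adj = 0.00168 by edgeR), -4.15 for *Dgkb* (p-adj = 0.000193 by edgeR) and -1.35 for *Heyl* (p-adj = 0.00702 by edgeR). Each value rests on 2 libraries per group. With every library thinned the number was 313, so library depth did not account for it, though 3 of the 19 named differences lost significance. With a replicate block, taken from the labels, 9 of the 19 lost significance and the number of genes was 151. After subtraction of a GFP- share set by mesenchyme genes it was 794, a rise that shows little because the subtraction itself widens the ratios. Of the 372 genes, 360 stayed past the adjusted p-value of 0.01 in the same direction after it, among them all 19 named here. Of the 87 genes with the higher ratio at P1 and a ratio above 0 at P6, where the subtraction works against the difference, 3.45% were lost, and 119 of the 182 genes with the higher ratio at P6 had a ratio above 0 there, which a share of the GFP- profile in the P6 GFP+ libraries would bring nearer 0. A GFP- share of this size therefore does not account for most of these differences, while RNA of single cell types at a larger share was not tested. A ratio can also differ through GFP- cells, and these changed between the ages too. Between P1 and P6 GFP+ cells the log2 fold change was 0.07 for *Kremen1* and -5.26 for *Tal1*. GFP+ cells thus changed little for *Kremen1* and strongly for *Tal1*, and the share of each fraction in the 372 differences was not separated. Batches that followed the age could not be tested, so a biological explanation was not established.

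GFP- cells, which the paper does not compare between the ages, had 79 genes higher at P1 and 271 higher at P6. The largest changes were in a gene given by its identifier (ENSMUSG00000006204), *Bglap* (ENSMUSG00000074483, chromosome 3, 88187423 to 88188386) and *Bglap2* (ENSMUSG00000074486, chromosome 3, 88181658 to 88182621), with log2 fold changes of P6 over P1 of 9.62, 8.01 and 7.85, and in *Crabp1*, *Vgf* (ENSMUSG00000037428, chromosome 5, 137506165 to 137509221) and *Cdhr1* (ENSMUSG00000021803, chromosome 14, 37891036 to 37911497), with -6.54, -5.18 and -4.57. With every library thinned the total was 273, within 1.5 times of the 350 genes without thinning. Candidate sources are a different cell composition of the samples, since the stria vascularis list lay at percentile 99.3 of matched lists, the bone and cartilage list at percentile 100 and the cell cycle list at percentile 0. Neuron genes fell by a median log2 of -1.91 and hair cell genes by -1.21, both at percentile 0, and the erythroid, macrophage, glia, mesenchyme, melanocyte and endothelial lists rose, from 0.30 for endothelial cells (percentile 93.5) to 1.25 for macrophages (percentile 100). In P1 GFP- cells, where neuron genes and several supporting cell genes were higher in replicate 2, *Crabp1* had 576 and 2386 normalized counts, *Vgf* 82.2 and 258 and *Cdhr1* 128 and 466. The paper describes a partial removal of the lateral wall and stria vascularis at the older age, and a change of expression within a cell type was not tested apart from this.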

How the results depend on the processing

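The tests below use the same data as the results, and the alternatives were set before the data were examined, except the subtraction of a GFP- share and the crossed replicate block, which were chosen after seeing the data. Where a value changed, the cause was not tested unless stated. With all replicates kept, the median change between P1 and P6 GFP+ cells stayed between -0.83 and -0.60 for Notch genes and between -0.49 and -0.24 for Wnt genes under every alternative run.

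With edgeR's glmTreat test against a fold change of 4, 485 genes were enriched in GFP+ and 1015 in GFP- cells at P1, and 190 and 1 at P6. Between the ages, 6 genes were higher at P1 and 14 at P6 in GFP+ cells, and in GFP- cells 0 were higher at P1 (132 at an unadjusted p under 0.05) and 53 at P6. Above a mean of 3000, 188 genes remained at P1 and 81 at P6, and 126 genes were past the criteria at both ages, 1374 at P1 only and 65 at P6 only. On simulated data, where all genes had the same spread, glmTreat recovered 68% of changed genes in the P1 layout and 73.5% in the P6 layout. These were fewer than the criteria as applied recovered there.

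With the DESeq2 test, 1211 genes were enriched in GFP- cells at P6, 261 and 778 genes were higher at P1 and at P6 in GFP+ cells, 187 were higher at P1 in GFP- cells, 1640 were past the criteria at both ages, and 1439 had a ratio that differed between the ages. Without the filter on low counts the same counts were 1473, 368 and 1019, 288, 1880 and 2400, and 648 genes were past the criteria at P6 only. With all 8 libraries in the fit, 1294 genes were enriched in GFP- cells at P6, 260 and 752 were higher at P1 and at P6 in GFP+ cells, 1715 were past the criteria at both ages and 640 at P6 only. With library totals only, 295 genes were enriched in GFP- cells at P6 and the DAPT-raised genes had a median of -0.32.

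With a replicate block, taken from the labels, 955 genes were enriched in GFP- cells at P6 against 567 without it (pairing-check correlation 0.079), 426 were higher at P6 in GFP+ cells against 281 (correlation -0.092), and 151 had a ratio that differed between the ages against 372. In GFP- cells the correlation was -0.29, and the block gave 62 genes higher at P1 and 234 higher at P6, against 79 and 271 without it. The crossed block, which pairs replicate 1 of one age with replicate 2 of the other, gave 228 and 337. After subtraction of a GFP- share, 1751 genes were enriched in GFP- cells at P6, 1996 were past the criteria at both ages, 1472 at P1 only and 890 at P6 only, 794 had a ratio that differed between the ages, and hair cell genes were higher in GFP+ cells at P6 by a median of 4.05. Counting only genes enriched in GFP+ cells gave 589 at both ages and 617 at P1 only.

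Thinning to the smallest library left 191 genes above a mean of 3000 at P1 and 159 at P6, because normalized counts scale with depth, and the hair cell median at P6 was 3.52. Depth therefore limits the number of genes above a fixed mean. Across the fits that each left out one replicate, with 1 library left in an arm, the median change ranged from -0.84 to -0.59 for Notch genes, -0.61 to -0.20 for Wnt genes, -0.44 to -0.22 for DAPT-lowered genes and -0.35 to -0.20 for DAPT-raised genes. The hair cell median ranged from 2.90 to 3.14 at P1 and from 3.63 to 3.85 at P6.

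Directions reversed in few named genes. With library totals only, the change between P1 and P6 GFP+ cells was -0.0077 for *Hey2* and -0.026 for *Kremen1*, against an increase with TMM. Across the fits that each left out one replicate, it ranged from -0.090 to 0.63 for *Lfng*, from -0.068 to 0.23 for *Hey2*, from -0.13 to 0.34 for *Mycl1* and from -0.017 to 0.15 for *Kremen1*, each time lowest without P6 GFP+ replicate 1. At P6, the log2 fold change of GFP+ over GFP- cells ranged from -0.31 to 0.081 for *Frzb* and from -0.21 to 0.16 for *Daam2*. At P1, that of *Ngfr* ranged from -0.29 to 1.18.

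Of the 273 log2 fold changes of named genes, 104 lost their place past the criteria with glmTreat, 5 with library totals only, 2 with thinning and 1 with all 8 libraries in the fit, while none changed with DESeq2's size factors. Gains were 4 without the filter, 3 with the DESeq2 test, 3 with all 8 libraries, 2 with the replicate block, 2 with the subtraction, run for the comparisons that hold GFP+ libraries, and 1 with library totals only. Of the 19 differences in ratio between the ages, 9 lost significance with the replicate block, 3 with thinning and 1 with library totals only. Leaving out a replicate moved 247 values of named genes by more than the spread between replicates, reversed 8 and left 837 within it. That spread came from the same 2 replicate pairs, so a move within it was likely from the start and is weak evidence of stability.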

Differences from the paper's values

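In the counts of genes past the criteria, 5 differed from the paper's by more than 1.5 times. A gap is called closed where a count came within 1.5 times of the paper's, which is not an equal count. The paper's counts below are of genes found by both DESeq and Cufflinks, while those here come from 1 program, and for DESeq alone, in either fraction, the paper's 2964 at P1 and 2180 at P6 stand against 3331 and 1459 by edgeR, and 3241 and 2260 by the DESeq2 test. The P1 consensus list of either fraction had 3331 genes past the criteria against the paper's 1884, and of the alternatives set before the data were examined glmTreat (1500) closed the gap, while DESeq2's size factors, library totals only, the DESeq2 test, no filter on low counts, all 8 libraries in the fit, the replicate block and thinning did not. Enriched in GFP+ cells at P1 were 1206 genes past the criteria against the paper's 586, and again glmTreat (485) closed the gap and the other 7 alternatives did not. At P6, 892 genes past the criteria were enriched in GFP+ cells against the paper's 508, and none of these 8 alternatives closed the gap. Past the criteria at P1 only were 2296 genes against the paper's 976, where glmTreat (1374) closed the gap while the other 7 alternatives and counting only genes enriched in GFP+ cells (617) did not. Higher at P1 in GFP+ cells were 160 genes past the criteria against the paper's 79, and none of these 8 alternatives closed the gap. With glmTreat other counts were more than 1.5 times below the paper's, among them 191 against the paper's 1278 in the P6 consensus list, 126 against 907 at both ages, 65 against 371 at P6 only, 190 against 508 enriched in GFP+ cells at P6, and 6 against 79 and 14 against 259 higher at P1 and at P6 in GFP+ cells.

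The paper says that *Shroom1* and *Tppp* alone among its cytoskeletal and adhesion genes of P6 were also enriched at P1. *Tsga14* and *Tnfrsf12a* were past the criteria at P1 too, with log2 fold changes of 5.66 (p-adj = 2.91e-05 by edgeR) and 2.78 (p-adj = 0.000417 by edgeR). For *Tsga14* the paper's own S7 Table also gives a fold change above 4 at P1, and the paper evaluated it among genes expressed at both ages.

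*Egr4* and *Gm98*, which the paper lists as changing between the ages, and *Cxcl12* of Table 3 were not past the criteria, with p-adj = 0.0216, 0.0379 and 0.0110 by edgeR. With a replicate block, taken from the labels, *Egr4* (p-adj = 0.00541 by edgeR) and *Cxcl12* (p-adj = 0.00158 by edgeR) were past them. *Gm98* was not (p-adj = 0.0182 by edgeR). The legends of Tables 3 and 4 describe the genes as those with the greatest fold change and also state that they are ranked by p-value. Among the first 20 by fold change were 6 genes of Table 3 and 0 genes of Table 4. By adjusted p-value, with ties in order of fold change, there were 11 in each.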

Other observations

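The tests of the hair cell list between replicates, of neurons in the P1 GFP- samples, of the RNA of GFP- cells and the spread between replicates for the GFP- counts, and of counts divided by size factors were chosen only after the result was seen.

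Fewer genes were enriched in GFP- cells at P6 (567) than at P1 (2125). The relative size of this gap depended on the processing. It was smaller with the DESeq2 test (1211 against 2107) and without the filter on low counts (1473 against 2431). The same held with all 8 libraries in the fit (1294 against 2138) and with the replicate block (955 against 1992). Subtraction of a GFP- share, which itself widens the ratios, gave 1751 against 2271. The gap was larger with library totals only (295 against 2274) and with glmTreat (1 against 1015). Library depth was excluded, since the P1 count was 3.62 times the P6 count with every library thinned. RNA of GFP- cells in P6 GFP+ replicate 2 is a candidate explanation, because the median log2 ratio at P6 of the genes enriched in GFP- cells at P1 was nearer 0 with that replicate by 1.21, and so is the wider spread at P6, with a common dispersion 2.13 times that of P1. A biological explanation cannot be told apart from these.

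Hair cell marker genes were higher in GFP+ than in GFP- cells by a median log2 of 3.11 at P1 and 3.87 at P6. They may come from hair cells among the sorted GFP+ cells. The list shifted together between the P1 GFP+ replicates (median log2 0.30, percentile 100 of matched lists), but between the P6 GFP+ replicates it lay at percentile 27.2. The percentile at P1 restates the shift of the same genes and cannot tell hair cells from other sources. By quantitative PCR, the paper found the lowest *Myo6* in the fraction it collected. Expression of the hair cell marker genes within supporting cells was not tested.

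Genes that the paper lists as lowered by DAPT at P0 fell between P1 and P6 GFP+ cells, with a median log2 fold change of -0.26 over 697 genes. The lists read here held 942 lowered and 1054 raised genes, fewer than the paper reports, and 891 and 890 of them were matched to counted genes. Those enriched in GFP+ cells at P1 had a median of -0.84, at percentile 0 of lists of other such genes, dilution by GFP- RNA would give a fall of -0.19, and in GFP- cells the genes had a median of 0.16, at percentile 100. Genes raised by DAPT fell too, with a median of -0.23 over 864 genes, and those enriched in GFP+ cells at P1 had a median of -0.77, at percentile 0.76 of lists of other such genes. Unlike the lowered genes, they fell in GFP- cells too, with a median of -0.23 at percentile 0, and the difference between the 2 lists was not tested. The selection of genes enriched at P1 uses the same P1 GFP+ libraries as the change with age, which favours a fall, and batches that followed the age were not tested, so no biological explanation is drawn.

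Notch pathway genes of Table 8 fell by a median log2 of -0.74, and lay at percentile 8.90 of lists of other genes enriched in GFP+ cells at P1, so a fall of such genes as a class may account for it. In GFP- cells their median was 0.05, at percentile 65.3, so the list as a whole did not fall there. This does not exclude a change in all cochlear cells. A median near no change can hold genes that fell and genes that rose, and the cell composition of the GFP- samples may differ between the ages.

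One GFP+ mean per gene of the paper's Tables 1 to 4, called RPKM there, was compared, 80 values in all and those of P1 in Tables 3 and 4. These differed by at most 0.00534% from counts divided by DESeq2 size factors, while the log2 of their ratio to RPKM computed from the counts had an SD of 0.798. Genes above 3000 at P1 had exons 1.99 times as long as other genes enriched in GFP+ cells, which is consistent with counts that grow with gene length. No biological explanation was tested.

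Neuron marker genes were higher in P1 GFP- replicate 2 than in replicate 1 by a median log2 of 1.70. A candidate explanation is a different share of neurons in the 2 GFP- samples. The list lay at percentile 100 of matched lists, but this restates the shift of the same genes and cannot tell this source from others. With every library thinned the list lay at percentile 100 too, which excludes depth. Several supporting cell genes were higher in the same replicate, with *Lfng* at 678 and 1267, *Prox1* at 294 and 735, *Sox2* at 797 and 1389.8, *Fgfr3* at 681 and 1186 and *Slitrk6* at 201 and 585 normalized counts in replicates 1 and 2, and a different share of supporting cells in the 2 samples was not tested. The design gives no biological explanation for a difference between replicates, and none was tested.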
